# Cytoplasmic DNA accumulation preferentially triggers cell death of myeloid leukemia cells by interacting with intracellular DNA sensing pathway

**DOI:** 10.1038/s41419-021-03587-x

**Published:** 2021-03-26

**Authors:** Tomohisa Baba, Takeshi Yoshida, Yamato Tanabe, Tatsunori Nishimura, Soji Morishita, Noriko Gotoh, Atsushi Hirao, Rikinari Hanayama, Naofumi Mukaida

**Keywords:** Acute myeloid leukaemia, Chronic myeloid leukaemia

## Abstract

Accumulating evidence indicates the presence of cytoplasmic DNAs in various types of malignant cells, and its involvement in anti-cancer drug- or radiotherapy-mediated DNA damage response and replication stress. However, the pathophysiological roles of cytoplasmic DNAs in leukemias remain largely unknown. We observed that during hematopoietic stem cell transplantation (HSCT) in mouse myeloid leukemia models, double-stranded (ds)DNAs were constitutively secreted in the form of extracellular vesicles (EVs) from myeloid leukemia cells and were transferred to the donor cells to dampen their hematopoietic capabilities. Subsequent analysis of cytoplasmic DNA dynamics in leukemia cells revealed that autophagy regulated cytoplasmic dsDNA accumulation and subsequent redistribution into EVs. Moreover, accumulated cytoplasmic dsDNAs activated STING pathway, thereby reducing leukemia cell viability through reactive oxygen species (ROS) generation. Pharmaceutical inhibition of autophagosome formation induced cytoplasmic DNA accumulation, eventually triggering cytoplasmic DNA sensing pathways to exert cytotoxicity, preferentially in leukemia cells. Thus, manipulation of cytoplasmic dsDNA dynamics can be a novel and potent therapeutic strategy for myeloid leukemias.

## Introduction

Leukemia arises from the neoplastic transformation of hematopoietic stem cells (HSCs) or lineage-committed progenitor cells. The transformed cells are called leukemia initiating cells (LICs), which expand in the bone marrow and eventually spread systemically. Various types of oncogenic driver mutations have been identified in LICs even in leukemias which are morphologically classified as the same disease entity. Despite the monoclonal origin of LICs in most cases, some leukemia patients contain heteroclonal LICs simultaneously, thereby promoting leukemia progression^1^. The diversity of oncogenes generating LICs and the presence of heteroclonal LICs hinder the development of a molecular targeted therapy, which can be effective to treat various types of leukemia. Therefore, the establishment of a more effective and universal therapeutic strategy is urgently required to treat leukemia, besides molecular targeting therapy.

We have previously examined the cellular and molecular mechanisms underlying the competitive interaction between normal hematopoietic cells and leukemia cells. In the initiation step of chronic myeloid leukemia (CML) development, we demonstrated that CML LIC-derived basophil-like leukemia cells constitutively secrete an inflammatory chemokine, CCL3, which has a potent capacity to inhibit normal hematopoiesis, thereby indirectly promoting leukemia-tropic hematopoiesis in the limited bone marrow (BM) space in CML-bearing mice^2,3^. Accordingly, the inhibition of CCL3-mediated signal by the treatment with an allosteric inhibitor of CCL3 receptor, maraviroc, efficiently prevented the development of CML but failed to eradicate CML LICs^3^.

Hematopoietic stem cell transplantation (HSCT) is widely used as a curative therapy for various hematologic malignancies due to its ability to eradicate LICs. To examine the intercellular interaction between residual LICs and donor-derived normal hematopoietic cells after HSCT, we conducted BM transplantation (BMT) in CML mice. We observed that BMT mostly suppressed the recurrence of residual leukemia cells in the BM, spleen (SP), and peripheral blood (PB), probably due to the elimination of residual leukemia cells by irradiation but induced fatal pancytopenia with a long period of latency in most animals. Thus, donor cell-derived normal hematopoiesis was disturbed fatally in mice subjected to BMT after transient hematopoietic reconstitution.

Here, we further revealed that CML cells, as well as acute myeloid leukemia (AML) cells, could incorporate extranuclear DNA fragments into extracellular vesicles (EVs), which are taken up by normal hematopoietic stem/progenitor cells (HSPCs) and dampen their hematopoietic capacity. Moreover, cytoplasmic DNA can trigger DNA sensing pathway-mediated cytotoxicity in leukemia cells upon its accumulation. This accumulation arises from the inhibition of its autophagy-mediated degradation and removal, as revealed by our present observations. Thus, the manipulation of cytoplasmic dsDNA dynamics can be a novel and potent therapeutic strategy for myeloid leukemias.

## Methods and Materials

### Mice

Specific pathogen-free 6 to 8-week-old male BALB/c and C57BL/6J mice were purchased from Charles River Japan (Yokohama, Japan) and designated as WT mice. CD45.1 congenic mice of the BALB/c strain and STING^−/−^ mice of the C57BL/6J strain were obtained from Jackson Laboratories (Bar Harbor, ME, USA). All mice were kept under specific pathogen-free conditions and all the animal experiments in this study complied with the Guidelines for the Care and Use of Laboratory Animals of Kanazawa University (AP-163699). Mouse experiments were not randomized. The investigators were not blinded when separating mice into each experimental group.

### Antibodies (Abs)

The following hamster, mouse, or rat anti-mouse monoclonal Abs (mAbs) were used; anti-Alix (3A9; 634502, Biolegend, San Diego, CA, USA), anti-CD4 (RM4-5; 35-0042, TONBO Biosciences, San Diego, CA, USA), anti-CD8 (53-6.7; 35-0081, TONBO Biosciences), anti-CD9 (MZ3; 124802, Biolegend), anti-CD11b (M1/70; 35-0112, TONBO Biosciences), anti-CD45.1 (A20; 25-0453, TONBO Biosciences), anti-CD45.2 (104; 50-0454, TONBO Biosciences), anti-CD45R/B220 (RA3-6B2; 35-0452, TONBO Biosciences), anti-CD81 (Rat-2; 104901, Biolegend), anti-CD117/c-kit (ACK2; 20-1172, TONBO Biosciences), anti-GAPDH (3H12; M171-3, MEDICAL & BIOLOGICAL LABORATORIES, Nagoya, Japan), anti-γH2A.X (2F3; 613408, Biolegend), anti-IRF7 (MNGPKL; 12-5829-82, eBioscience, San Diego, CA, USA), anti-Ly-6A/E/Sca-1 (D7; 12-5981, eBioscience), anti-Ly-6G/Gr-1 (RB6-8C5; 35-5931, TONBO Biosciences), and anti-TER-119 (TER-119; 35-5921, TONBO Biosciences). Mouse lineage Ab cocktail with isotype control set, was purchased from BD Biosciences (561317, San Jose, CA, USA). Isotype-matched control IgGs for individual rat mAbs and mouse mAb were purchased from BD Biosciences. Rabbit anti-actin Ab (A5060, Sigma-Aldrich, St. Louis, MO, USA) and anti-human AIM2 (D5X7K; 12948), cGAS (D1D3G; 15102), and STING (D2P2F; 13647) were purchased from Cell Signaling (Danvers, MA, USA) and were used for western blot analysis. HRP-conjugated anti-rat IgG (405405, BioLegend), anti-rabbit IgG (7074, Cell Signaling), anti-hamster IgG (127-035-099, Jackson ImmunoResearch, West Grove, PA, USA), and anti-mouse IgG (405306, BioLegend) Abs were used as the secondary Abs for western blot analysis.

### Culture of cell lines and cytotoxic assay

Kasumi-1^4^ (JCRB1003), KG-1^5^ (JCRB0065), and BALL-1^6^ (JCRB0071) cell lines were obtained from JCRB Cell Bank (Osaka, Japan). HL-60 (human AML cell line), THP-1 (human monocytic leukemia cell line), Kasumi-1 (human AML cell line), KG-1 (human AML cell line), K562 (human CML cell line), and BALL-1 (human B lymphoblastic leukemia cell line) cells were cultured in 10% FBS RPMI-1640 medium. In the cytotoxic assay of autophagy inhibitors, cell viability was determined using a Cell Counting kit-8 (DOJINDO, Kumamoto, Japan) or by counting absolute cell numbers 48 h after treatment with each inhibitor. The cells were not tested for mycoplasma contamination.

### Establishment of knock-down (KD) cell lines

HL-60 and THP-1 cells were infected with MISSION lentivirus carrying pLKO.1 puro with shRNA constructs (STING-1: TRCN0000164628; STING2: TRCN0000135555; AIM2-1: TRCN0000107501; AIM2-2: TRCN0000107502; and cGAS: TRCN0000149984), which were purchased from Sigma-Aldrich. Each cell line infected with MISSION lentivirus carrying pLKO.1 puro and with a non-mammalian shRNA control construct was used as a shControl. Stably transfected cells were selected in culture medium supplemented with 1 μg/ml puromycin for more than 2 weeks. For the transient KD of *ATG5* gene expression, HL-60 cells were transfected with ATG5 siRNA (Santa Cruz Biotechnology, Santa Cruz, CA, USA) using GENOMONE-Si transfection reagent (Ishihara Sangyo, Osaka, Japan). As a siControl, cells were transfected with control siRNA-A (Santa Cruz Biotechnology). The KD efficiency of each gene was confirmed using quantitative real-time PCR (qRT-PCR) and western blotting analyses.

### Cell preparation from BM and SP

Total BM cells from the femoral, tibial, and humeral bones were flushed using cold magnetic activated cell separation (MACS) buffer (PBS supplemented with 2 mM EDTA and 3% FBS). Subsequently, erythrocytes were removed by density gradient centrifugation using Histopaque-1083 reagent (Sigma-Aldrich) or by hemolysis using ammonium chloride lysing buffer containing 0.826% NH_4_Cl, 0.1% KHCO3, and 0.004% EDTA-4Na. Lineage marker (CD4, CD8, CD11b, Gr-1, B220, and TER-119)^−^c-kit^+^Sca-1^+^ and lineage marker^−^c-kit^+^ cells were sorted using FACSAria Cell Sorter (BD Biosciences) and were used as LKS^+^ and LK^+^ cells, respectively. In some experiments, total BM cells were biopsied from live mice and were subjected to kinetics examination of residual leukemia cells in the BM. Total SP cells were isolated via mechanical digestion from SP, and were subsequently treated with ammonium chloride lysing buffer to remove the erythrocytes.

### Retroviral preparation

MSCV-MLL-AF9-ires-GFP vector was gifted from Akihiko Yokoyama, National Cancer Center, Tsuruoka Metabolomics Laboratory, Japan. MSCV-BCR-ABL-ires-GFP and MSCV-MLL-AF9-ires-GFP plasmids were prepared as described previously^7,8^. Retroviral packaging cells (Phoenix 293T) were transiently transfected with each plasmid using jetPRIME transfection reagent (Polyplus-transfection, New York, NY, USA) to produce retrovirus carrying MSCV-BCR-ABL-ires-GFP or MSCV-MLL-AF9-ires-GFP in the culture supernatant, which were subjected to the infection into LKS^+^ cells.

### Generation of CML and AML model

LKS^+^ cells purified from BM of WT or STING^−/−^ mice were cultured in serum-free S-Clone SF-03 medium (Sanko Junyaku, Tokyo, Japan) supplemented with 1% BSA, 100 ng/ml stem cell factor (WAKO, Osaka, Japan), 100 ng/ml thrombopoietin, 25 ng/ml *fms*-like tyrosine kinase-3 ligand (R & D systems, Minneapolis, MN, USA), 10 ng/ml IL-6 (PeproTech Cranbury, NJ, USA), and 10 ng/ml IL-3 (PeproTech) for 1 day. Cultured LKS^+^ cells were infected with the retrovirus carrying MSCV-BCR-ABL-ires-GFP or MSCV-MLL-AF9-ires-GFP using ViroMag R/L kit (OZ Bioscience, San Diego, CA, USA) to obtain LICs. The resultant LICs (BCR-ABL, 200–300 GFP^+^ cells included in 15,000 LKS^+^ cells; MLL-AF9, 50–100 GFP^+^ cells included in 30,000 LKS^+^ cells) were transplanted intravenously into sublethally irradiated recipient mice (BALB/c strain, 5.5 Gy; C57BL/6J strain, 7 Gy) along with normal BM cells (BCR-ABL, 1 × 10^6^; MLL-AF9, 3 × 10^5^) in a 200 μl volume. When AML-like splenomegaly was observed around 100 days after transplantation, BM cells were harvested from the primary AML mice and stored in liquid nitrogen. A frozen stock of primary AML cells was used for the colony formation assay. To prepare a mouse AML model, 2 × 10^5^ colony-forming cells were transplanted intravenously into sublethally irradiated secondary recipient mice, along with 1 × 10^6^ normal BM cells.

### BMT therapy

CML-bearing mice were transplanted with 2 × 10^6^ healthy WT or STING^−/−^ BM cells following x-irradiation pretreatment (BALB/c strain, 5 Gy; C57BL/6J strain, 6 Gy) 10 days after the transplantation of leukemogenic cells. To discriminate the donor cells from the recipient ones, including residual leukemia cells, CD45.1^+^ congenic mouse-derived BM cells were used as donor cells in some experiments.

### In vivo administration of autophagy inhibitors

SBI-0206965 (Sigma-Aldrich) and MRT-68921 (Sigma-Aldrich) were dissolved in DMSO and distilled water, respectively, to prepare the 10 mg/ml stock solution. AML-bearing mice were intraperitoneally injected with a dose of 20 mg/kg SBI-0206965 diluted in PBS containing 5% polyethylene glycol 400 (Sigma-Aldrich) and 5% Tween 80 (Sigma-Aldrich) or MRT-68921 diluted in PBS according to the schedule (Fig. 5a).

### Isolation of EVs from SP tissues

CML mice were irradiated with 5 Gy, 14 days after LIC transplantation. The SP tissues were harvested from normal mice, untreated leukemia mice (CML and AML), or CML mice irradiated 7 days before sacrifice. Then, they were mechanically digested in 2 mM EDTA in PBS. The cells and their debris were removed using centrifugation for 5 min at 300 × *g* and filtration using a 1.2 μm filter (Minisart 17593-K; Sartorius Stedim Biotech, Goettingen, Germany). After centrifugation for 30 min at 10,000 × *g*, EVs were subsequently isolated from the supernatant via centrifugation for 2 h at 100,000 × *g*. EVs were further purified using a 0.22 μm PVDF filter (Ultrafree; Merck Millipore, Billerica, MA, USA) after they were resuspended in HBSS buffer (Sigma-Aldrich). Isolated EVs were stored at −80 °C until use.

### Isolation of EVs from leukemia cells

LKS^+^ cells were isolated from WT or STING^−/−^ mice and were infected with a retrovirus carrying MSCV-BCR-ABL-ires-GFP or MSCV-MLL-AF9-ires-GFP. Two days after the infection, 150 GFP^+ or −^ cells were sorted using FACSAria Cell Sorter and were subsequently cultured in 1.1 ml of Methocult GF M3434. MLL-AF9^+^ colony-forming cells were harvested at day 7 and were re-plated to obtain the secondary culture, and the procedure was repeated at least two times to determine leukemic transformation. EVs were isolated from the supernatant of each 3.5 mm dish for their characterization at days 7, 10, or 12 of the colony formation assay.

### Co-culture of the primitive BM cells with EVs

LKS^+^ cells isolated from WT mice were cultured and propagated in serum-free S-Clone SF-03 medium supplemented with 1% BSA, 100 ng/ml stem cell factor, 10 ng/ml IL-6, and 10 ng/ml IL-3 for 2 days. After propagated LKS^+^ cells were subsequently co-cultured with 150 μg/ml SP EVs derived from control or irradiated CML mice for 24 h, they were subjected to the microarray analysis. Freshly isolated LKS^+^ cells and LK^+^ cells were co-cultured with EVs in serum-free S-Clone SF-03 medium supplemented with 1 % BSA and 100 ng/ml stem cell factor for 6 and 18 h, for the qRT-PCR analysis and the flow cytometric analysis of IRF7 expression, respectively.

### Extraction and measurement of double-stranded DNAs (dsDNAs) in EVs and cytoplasmic fraction

The total protein concentration of EVs isolated from SP tissues and culture supernatants was measured using a BCA Protein Assay kit (Thermo Fisher Scientific, Waltham, MA, USA). For the measurement of dsDNA concentration, total DNA was purified using NucleoSpin Tissue kit (MACHEREY-NAGEL, Duren, Germany) following the digestion of vesicular-free DNAs using 27 Kunitz U/ml DNase I (QIAGEN, Chatsworth, CA, USA) for 30 min at 37 °C and its ensuing inactivation using 10 mM EDTA for 5 min at 65 °C. Cytoplasmic DNAs were extracted using a Cell Fractionation kit (Abcam, Cambridge, MA, USA), and were purified using NucleoSpin Tissue kit. The concentration of dsDNA was measured using Qubit 4 (Thermo Fisher Scientific) and Qubit 1X dsDNA HS Assay kit (Thermo Fisher Scientific). dsDNA concentration in EVs was normalized with the determined protein concentration. In some experiments, *BCR-ABL* gene was detected using genomic PCR using a specific primer set (sense: 5′-TTC AGA AGC TTC TCC CTG ACA T-3′; antisense: 5′-TGT TGA CTG GCG TGA TGT AGT TGC TTG G-3′)^9^.

### RNA isolation, cDNA synthesis, and qRT-PCR

Total RNA was isolated from cells using an RNeasy Mini Kit (QIAGEN) and then reverse-transcribed using the SuperScript IV VILO (Thermo Fisher Scientific). qRT-PCR was performed using StepOne Real-time PCR system (Thermo Fisher Scientific), using the Fast SYBR Green Master Mix (Thermo Fisher Scientific), and specific primer sets for mouse *Gapdh* gene (sense: 5′-GCG GCA CGT CAG ATC CA-3′; antisense: 5′-CAT GGC CTT CCG TGT TTC CTA-3′), mouse *Isg20* gene (sense: 5′-ACA TCC AGA ACA ACT GGC GG-3′; antisense: 5′-TGA GGA GTG GCA GCT TCT AAC-3′), mouse *Rsad2* gene (sense: 5′-TGC CTG AAT CTA ACC AGA AGA TGA A-3′; antisense: 5′-TTC TTC CAC GCC AAC ATC CA-3′), mouse *Ifit3* gene (sense: 5′-CCA TCA TGA GTG AGG TCA ACC G-3′; antisense: 5′-CAT TGT TGC CTT CTC CTC AGA GT-3′), mouse *Irf7* gene (sense: 5′-GTG TAC GAA CTT AGC CGG GA-3′; antisense: 5′-GGT TTG GAG CCC AGC ATT TT-3′), mouse *Cxcl10* gene (sense: 5′-CCA CGT GTT GAG ATC ATT GCC-3′; antisense: 5′-GAG GCT CTC TGC TGT CCA TC-3′), human *AIM2* gene (sense: 5′- AAG AAG GCA AGC AGG AGA TG-3′; antisense: 5′-TCA GCG GGA CAT TAA CCT TT-3′), human *cGAS* gene (sense: 5′-GGC GGT TTT GGA GAA GTT G-3′; antisense: 5′-TCA TAG TAG CTC CCG GTG TTC-3′), human *GAPDH* gene (sense: 5′-GCC AAA AGG GTC ATC TC-3′; antisense: 5′-TGA GTC CTT CCA CGA TAC CA-3′), human *IL-12* gene (sense: 5′-GGT ATC ACC TGG ACC TTG GA-3′; antisense: 5′-GCT TAG AAC CTC GCC TCC TT-3′), human *ISG54* gene (sense: 5′-TGC GTG AAG AAG GTG AAG AG-3′; antisense: 5′-GCA GGT AGG CAT TGT TTG GT-3′), human *ISG56* gene (sense: 5′-GCC CAG ACT TAC CTG GAC AA-3′; antisense: 5′-TTT CCT CCA CAC TTC AGC AA-3′), human *MCP-1* gene (sense: 5′-ATA GCA GCC ACC TTC ATT CC-3′; antisense: 5′-GCT TCT TTG GGA CAC TTG CT-3′), human *STING* gene (sense: 5′-CAT CGG ATA TCT GCG GCT GA-3′; antisense: 5′-TCC AGG AAG CGA ATG TTG GG-3′), and human *TNF-α* gene (sense: 5′-GGC GTG GAG CTG AGA GAT AA-3′; antisense: 5′-GAT GGC AGA GAG GAG GTT GA-3′). The relative expression of each gene was analyzed using the ΔΔCt method relative to the Ct value of the *Gapdh* gene.

### Flow cytometry

Isolated hematopoietic cells and leukemia cells were stained with various combinations of fluorescent dye-conjugated Abs. Intracellular IRF7 and intranuclear γH2A.X were stained with PE-conjugated anti-IRF7 mAb and APC-conjugated anti-γH2A.X mAb using the Foxp3/Transcription Factor Buffer Set (eBioscience). For the detection of apoptosis, cell cycle status, and total reactive oxygen species (ROS) in AML cells, cells were stained using Annexin V-FITC Apop kit (Thermo Fisher Scientific), Vybrant DyeCycle Green (Thermo Fisher Scientific), and Total ROS/Superoxide Detection kit (Enzo Life Sciences, Farmingdale, NY, USA) respectively. The expression of each molecule was determined using a FACSCantoII (BD Biosciences) and analyzed using FlowJo software (Tree Star, Ashland, OR, USA).

### Characterization of EVs

Spleen tissues were lysed in RIPA buffer supplemented with a protease inhibitor cocktail (WAKO) on ice. After centrifugation at 14,000 × *g* for 30 min, the supernatants were used as a SP tissue lysate. The protein concentration of EVs and SP lysate were determined using a BCA Protein Assay kit (Thermo Fisher Scientific). A total of 2 μg of EVs and SP lysate were lysed in 20 µL of 2× SDS sample buffer (4% SDS, 20% glycerol, 0.02% bromophenol blue, 100 mM Tris-HCl (pH 6.8)) at room temperature for 30 min, and were electrophoresed in a 5–20% polyacrylamide gel at 200 V. The protein on the gel was transferred onto a polyvinylidene fluoride membrane (Bio-Rad Laboratories, Hercules, CA, USA). The membrane was incubated in PBS supplemented with 5% skim milk and 0.05% Tween 20 for 1 h, each primary Ab for 2 h, and each HRP-conjugated secondary Ab for 1 h. The protein expression was detected using SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific) and ImageQuant LAS4000min (GE Healthcare, Chicago, IL, USA). For nano tracking analysis (NTA), EVs were diluted at 300 ng/mL with PBS, and their size distribution and particle concentration were measured using the NanoSight™ LM10 nanoparticle tracking system (Malvern Panalytical, Malvern, UK).

### Colony formation assay

Two hundred LKS^+^ cells were isolated from WT or STING^−/−^ mice and were cultured with or without 50 μg/ml SP-derived EVs in 1.1 ml of Methocult GF M3434 (STEMCELL technologies, Vancouver, BC, Canada). The number of colonies and total cells was determined 7 and 10 days after incubation, respectively. In some experiments, 200 LKS^+^ cells or 1,250 mouse AML cells were cultured with or without 5 μM SBI-0206965 in 1.1 ml of Methocult GF M3534 (STEMCELL technologies). The number of colonies and total cells was determined 7 days after incubation. A wide-area continuous image of colony formation in a 35 mm dish was obtained using BZ-X700 microscope (Keyence, Osaka, Japan) and was analyzed using Keyence Analysis Software.

### Blood test

Whole blood samples were collected using K2 EDTA-coated micro-hematocrit capillaries (VITREX, Herlev, Denmark). The number of WBCs, red blood cells (RBCs), platelets (PLTs), hemoglobin (HGB) concentration, and hematocrit (HCT) values were determined using an automatic hematology analyzer (Celltacα MEK-6358; NIHON KOHDEN CORPORATION, Tokyo, Japan).

### Microarray analysis

Total RNA was extracted and its quality was confirmed using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA). RNA Integrity Number (RIN) of all samples was 10.0, and the samples were subjected to microarray analysis according to the manufacturer’s instructions. In brief, 100 ng RNA samples were labeled with cyanine 3-CTP using the Low Input Quick Amp Labeling Kit, one color (Agilent Technologies). Hybridization was performed using the Gene Expression Hybridization Kit (Agilent Technologies). cRNA samples (600 ng) were subjected to fragmentation (30 min at 60 °C), and then hybridized on SurePrint G3 Mouse Gene Expression v2 8x60K Microarray Kit (G4852B, design ID: 074809, Agilent Technologies) in a rotary oven (10 rpm at 65 °C for 17 h). Slides were washed in Agilent Gene Expression Wash Buffers 1 and 2 (Agilent Technologies) and scanned using an Agilent DNA Microarray Scanner (G2600D, Agilent Technologies). The obtained data were normalized by adjusting the differences in the probe intensity distribution across different arrays as follows: the control probes were removed and the scaling factor for each array was calculated by multiplying the expression values by the scaling factor of the array where the probes were. The scaling factor was 2500 divided by the average value of probes in addition to the upper and lower 2% of the array. When there were multiple probes for a gene, the probe for which the value of the CML sample was the highest was exploited for subsequent analysis. Gene set enrichment analysis (GSEA) was performed using GenePattern server^10–12^. As the metric for ranking genes, log2_ratio_of_means was exploited, and the gene set size was set to 20 to 200. The database gene sets used in this study were hallmark and c2.cgp.v6.0.symbols.gmt.

### Statistical analysis

We did not use specific sample size calculation methods. Any technically validated data were not excluded. Data were analyzed statistically using GraphPad Prism software (Ver. 6; La Jolla, CA, USA) using the methods indicated in the legend of each figure. Two-sided Student’s *t*-test and one-way ANOVA followed by Tukey-Kramer post-hoc test were used to compare the data among two and more than two groups, respectively. Log-rank test was used to evaluate the survival curve data. A *p* < 0.05 was considered statistically significant.

## Results

### Leukemia SP-derived EVs inhibit the hematopoietic capacity of normal HSPCs

CML-bearing mice underwent BMT after irradiation (5 Gy) (Supplementary Fig. 1a), and donor cell-derived hematopoietic reconstitution, but not leukemia relapse, was observed by 8 weeks after BMT (Supplementary Fig. 1b). However, most of them eventually died later than 10 weeks after BMT (Supplementary Fig. 1c) without leukemia relapse, as evidenced by few BCR-ABL^+^ cells in the BM, SP, and PB (Supplementary Fig. 1d). However, marked reductions in RBCs, HGB concentration, HCT, and PLTs were observed in the PB (Supplementary Fig. 1e). These observations suggest that donor cell-derived hematopoiesis was fatally disturbed in CML mice treated with BMT. Moreover, a substantial proportion of CD45.1^+^ donor cells in BM and SP expressed a recipient marker, CD45.2, 4 weeks after BMT (Fig. 1a), together with the punctate fluorescent signals on their cell surface (Fig. 1a), suggesting the adhesion of EVs. Indeed, CML SP contained a larger amount of EVs than control SP, and their contents were further increased by irradiation (Fig. 1b). Furthermore, all isolated EVs exhibited EV marker proteins Alix, CD81, and CD9 (Fig. 1c), and their sizes ranged from 50 to 300 nm (Fig. 1d). Either irradiated or non-irradiated CML-derived EVs reduced the colony and whole cell numbers in the colony formation assays using normal LKS^+^ HSPCs, compared with control EVs (Fig. 2a, b). Likewise, AML SP-derived EVs inhibited the colony formation of normal HSPCs (Supplementary Fig. 2), similar to CML-derived EVs. Thus, leukemia EVs reduced the hematopoietic capabilities of normal HSPCs. 

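Gene expression was measured in LKS+ cells, the lineage-negative Kit+ Sca-1+ fraction of mouse BM that holds hematopoietic stem and progenitor cells, after co-culture with SP-derived EVs. Cells that had been propagated in culture were given EVs at 150 μg/ml for 24 h. These came either from control mice or, as the methods state, from CML mice that had been irradiated with 5 Gy. The sample labels give CML mouse spleen as the source and do not mention irradiation. The methods mention no irradiation of the control donors, so that leukemia and irradiation of the donors cannot be separated here. RNA of each culture was labeled with cyanine 3 and hybridized to 1 Agilent mouse expression array, so that 2 arrays were compared, 1 per condition, on the same slide and from the same scan. There was no replicate check for any difference between them: the values describe these 2 cultures, and no p-value or standard error was computed. The authors' scanner files give a background-subtracted intensity for each of 59305 spots that are not control spots. Well above background were 32269 spots (54.4%) with control EVs and 31635 spots (53.3%) with CML EVs, and no spot was saturated on either array. Each array was scaled as the methods describe, to a mean of 2500 over its spots without the upper and lower 2%. The authors' deposited values equal the scanner intensity times this 1 factor per array, which was 0.942 for control EVs and 0.947 for CML EVs; they are not on a log scale and not centred, and their medians were 22.2 and 21.2. Where a gene had several probes, the one with the highest value in the CML EV sample was taken, after the methods. RefSeq accessions gave a gene symbol for 32994 of the 56604 probes and so for 22911 genes, of which 13411 were well above background on both arrays and 14209 on at least 1. Ratios are CML EVs over control EVs on a log2 scale, so that a positive value is higher with CML EVs; the enrichment scores of Fig. 2c run the other way, with negative values toward CML EVs. The only spread that could be measured was that between the 10 spots of probes placed repeatedly on each array. It gave a log2 ratio a median SD of 0.05 over 272 probes with a log2 signal of 8 or more and of 0.20 over 9 dimmer probes, and it covers neither cultures nor EV preparations.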

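Genes of the type I IFN response lay higher together with CML EVs than with control EVs, each by a small amount. Of 127 such genes, listed before the data were examined, 118 were measured; 102 of these were higher and 16 were lower with CML EVs. Their median log2 ratio was 0.18, which is 1.13-fold. The middle 95% of the medians of 10000 random lists of the same size and matched expression lay between -0.01 and 0.04. The list's percentile among them was 100. Random lists hold genes that need not vary together, so that a percentile ranks a list and gives no error rate. At least 25% higher were 19 members and at least 1.5-fold higher 2, none was 1.5-fold lower, and none reached 2-fold. The 5 genes of Fig. 2d were all among the higher ones. The paper describes them as the most upregulated genes shared by its 2 type I IFN gene sets. Their high position on these same arrays follows from that choice and is no independent check. Rsad2, which encodes the antiviral protein viperin, had a scaled signal of 554 with control EVs and 862 with CML EVs, or 1.55-fold, although another of its probes gave a log2 ratio of 0.22 in place of 0.64. Ifit3, of the family of IFN-induced tetratricopeptide repeat proteins, was 1.42-fold higher. Isg20, an IFN-induced exonuclease, had signals of 5676 and 7397 and was 1.30-fold higher. The chemokine gene Cxcl10 had signals of 662 and 861, also 1.30-fold, and Irf7, a transcription factor of the IFN response, was already bright with control EVs at 25156 and was 1.29-fold higher. Within the list Rsad2 ranked 2, Ifit3 5, Isg20 11, Cxcl10 13 and Irf7 15 of 118. Ifit3b had the highest ratio of the list, at 1.68-fold. Cmpk2 followed Rsad2 at 1.45-fold, and further members were the GTPase gene Iigp1 at 1.42-fold, the nucleic acid sensor Zbp1 at 1.37-fold, Ifi27l2a at 1.36-fold and the oligoadenylate synthetases Oas1g and Oas3 at 1.35-fold and 1.34-fold. Ripk2 was 1.43-fold higher at signals of only 21.8 and 31.1. Ifit1 and Ifit2 were 1.24-fold and 1.23-fold higher. Genes for the IFNs themselves were mostly dim: 8 of 20 were measured, with a median log2 ratio of 0.03 at percentile 74.8. Of these, 4 were higher and 4 lower. Ifnb1 had signals of 27.6 and 39.9, but Ifna14 had 31.5 and 18.4 and Ifnab 29.6 and 20.1. Ifna15, well above background with CML EVs only, had the highest ratio, at least 2.38-fold, with signals of 6.36 and 30.83. Its lowest log2 ratio under 11 alternatives was 0.47. The cytosolic DNA sensing list, with 39 measured genes, had a median log2 ratio of 0.07 at percentile 99.2; in it Ikbke was 1.49-fold and Stat2 1.21-fold higher, whereas another probe of Stat2 gave a log2 ratio of -0.24. The sensor gene Cgas had a log2 ratio of -0.05, its adaptor Sting1 -0.04, Tbk1 -0.05, Irf3 0.02 and Aim2 0.08; another probe of Cgas gave 0.09, and with median scaling Cgas, Sting1 and Tbk1 lay above 0. Of 86 measured genes of TNF and NF-kB signaling, 57 were higher, and their median log2 ratio of 0.08 lay at percentile 100. The scavenger receptor gene Olr1 was 2.66-fold higher in this list at signals of only 34.4 and 91.5, and 1.58-fold with normexp; the adhesion molecule gene Vcam1 was 2.26-fold higher at signals of 110 and 247, and 1.59-fold with the mean of its probes. Ptgs2, for cyclooxygenase 2, was 1.57-fold lower at signals of 39.9 and 25.4. Tnf had a log2 ratio of 0.03, Nfkb1 -0.08 and Ccl2 0.27. 

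**Figure D1:**
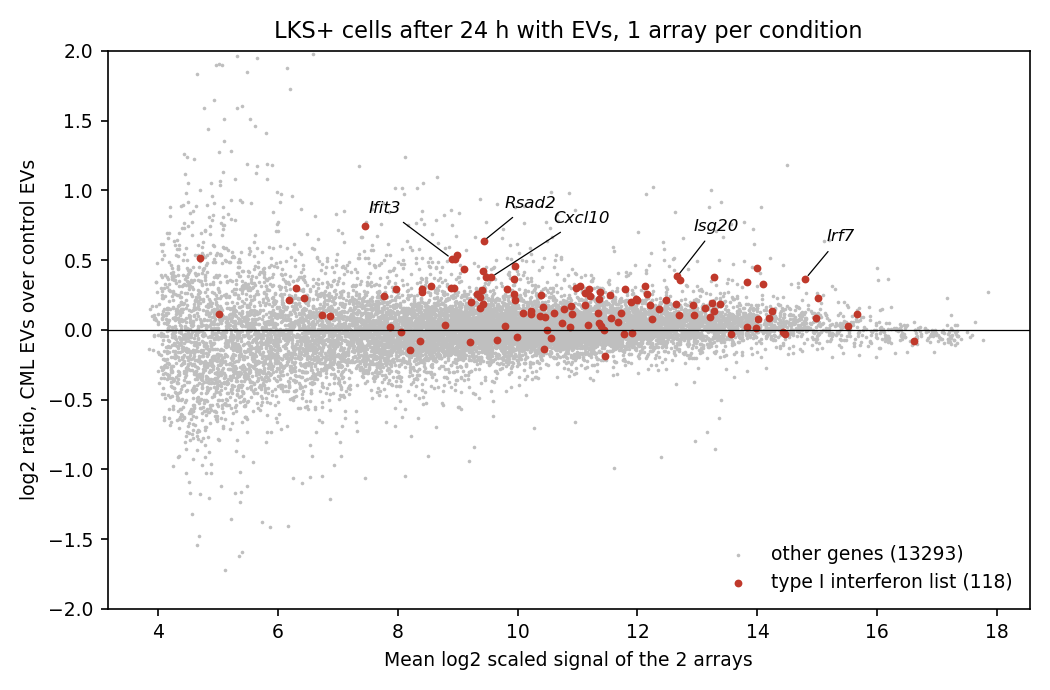
log2 ratio of CML EVs over control EVs against the mean log2 scaled signal of the 2 arrays for the 13411 genes well above background on both; each point is 1 gene, the type I interferon list is red, and 4 genes lie beyond the vertical axis. Of the 118 red points 102 lie above 0, and none reaches 2-fold.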

Additional comprehensive gene expression analysis and subsequent GSEA identified only three differentially regulated gene sets in HSPCs treated with CML EVs, and two of them were type I IFN-responsive gene sets (Fig. 2c). qRT-PCR validated the enhanced expression of *Rsad2*, *Irf7*, and *Cxcl10*, among the top five upregulated genes, which are common to two type I IFN-related gene sets in HSPCs (Fig. 2d), suggesting type I IFN signaling pathway activation by CML EVs.

**Fig. 1:**
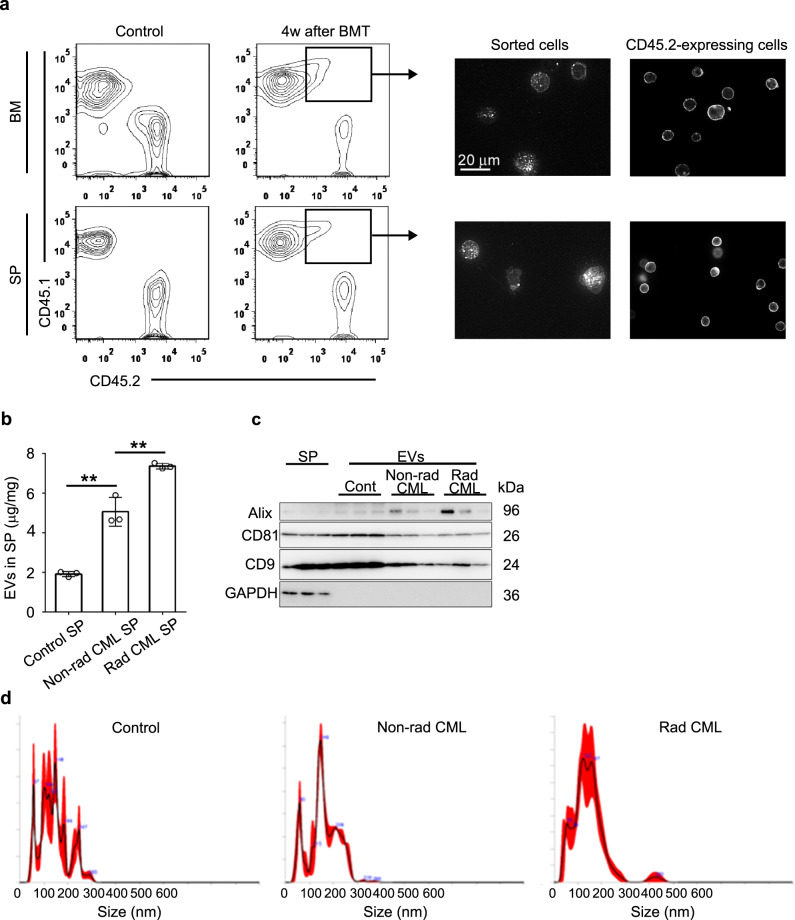
Characterization of CML SP-derived EVs. (**a**) CD45.1 and CD45.2 expression on the BM cells and splenocytes in CML-bearing mice was determined 4 weeks after BMT therapy and is shown in the left panels. As a control, cells derived from CD45.1^+^ and CD45.2^+^ mice were mixed immediately before staining with molecule-specific Abs. Representative immunofluorescence images for CD45.2 on the sorted CD45.1^+^CD45.2^+^ cells (inside square gates) from three independent experiments are shown in the right panels. Expression pattern of CD45.2 on the cells derived from CD45.2^+^ mice are shown as a control. (**b**) Protein concentration of SP-derived EVs. Data represent the mean ± SD from three independent experiments. **P < 0.01 using Tukey-Kramer test. (**c**) EV surface marker proteins (CD9 and CD81), an EV cytosolic marker protein (Alix), and a non-EV protein (GAPDH) were detected using western blot. Each lane represents an individual sample (*n* = 3). (**d**) Size distribution of control EVs, non-rad CML EVs, and rad CML EVs were analyzed using NTA. Representative results from three independent experiments are shown here.

**Fig. 2:**
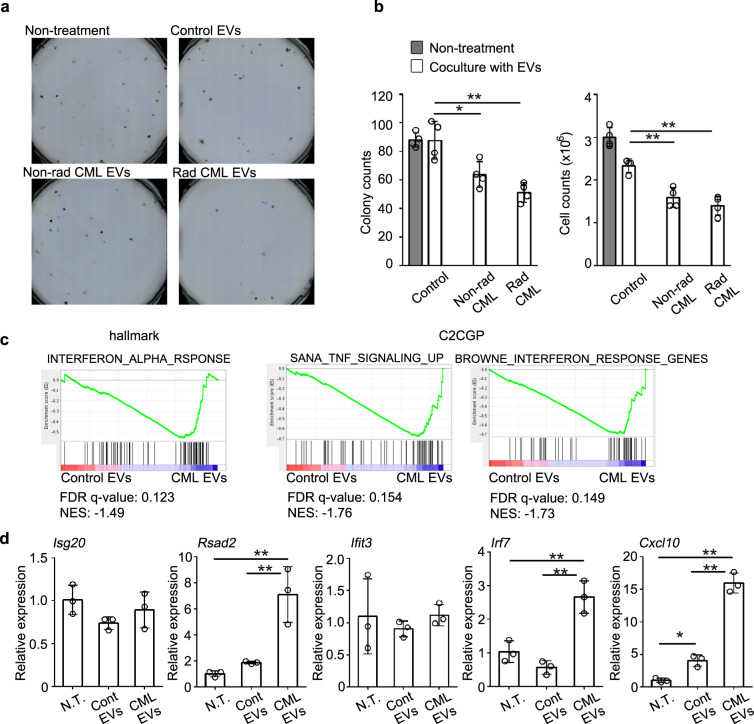
CML mouse-derived EVs disturb normal hematopoiesis. **a** Colony formation of LKS^+^ cells when they were co-cultured with or without EVs. Representative results from four independent experiments are shown here**. b** The number of colonies and total cells are shown in the left and right panels, respectively. Data represent mean ± SD from four independent experiments. **c** Gene expression was determined in LKS^+^ cells co-cultured with EVs and differentially regulated gene sets (false discovery rate (FDR) < 0.25) were identified with GSEA using hallmark and C2CGP gene sets. FDR and normalized enrichment score (NES) values were calculated from a single-sample experiment. **d** Relative mRNA expression of the indicated genes in LKS^+^ cells co-cultured with or without (N.T.) EVs. Data represent mean ± SD from three independent experiments. **P < 0.01; *P < 0.05 using Tukey-Kramer test.

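Of the 29 gene lists, those of granulocyte maturation had the highest medians, and genes of megakaryocytes and of stem and progenitor cells lay lower with CML EVs. Of 23 measured primary granule and early neutrophil genes 21 were higher, with a median log2 ratio of 0.36 or 1.28-fold; neutrophil elastase (Elane) had signals of 15311 and 34735, which is 2.27-fold, and the ficolin gene Fcnb was 2.14-fold higher. Late neutrophil genes had a median of 0.47 over 32 measured genes, of which 23 were higher and 9 lower, with 19 at least 25% and 12 at least 1.5-fold higher and none 1.5-fold lower. Among them were Chil3 at 2.03-fold, Pglyrp1, for a peptidoglycan recognition protein, at 1.97-fold, lactoferrin (Ltf) at 1.88-fold, and the granule protein genes Ngp and Camp at 1.84-fold each. The transcription factor genes Cebpe and Gfi1, required for granulocyte maturation, were 2.00-fold and 1.96-fold higher; Cebpe stands on the primary granule, the late neutrophil and the eosinophil lists, and Gfi1 on the primary granule and the stem and progenitor cell lists. Eosinophil genes had a median of 0.52 over 10 measured genes, with Epx at 1.72-fold, Prg3 at 1.59-fold and Ear6 at 1.58-fold. Of 40 measured megakaryocyte and platelet genes 35 were lower, with a median log2 ratio of -0.23, but the Reactome pathways of this kind were mostly not low: that of megakaryocyte development and platelet production had a median of 0.0024 over 102 genes at percentile 35.2, platelet activation lay at percentile 52.0, the response to platelet calcium at 30.2, platelet degranulation at 19.1 and platelet homeostasis at 16.0, and platelet aggregation, with a median of -0.07, at 0.12. Of the listed genes Gp1bb, a subunit of a platelet receptor, was 1.35-fold lower and Cd9 1.22-fold lower. The stem and progenitor cell list had a median of -0.10 with 41 of 54 measured genes lower, and a median of -0.033 with median scaling, which raises every gene alike and left its percentile as it was. Robo4 was 1.48-fold, the cytokine receptor gene Flt3 1.17-fold and Kit 1.08-fold lower, while Ly6a, which encodes Sca-1 and is itself induced by IFN, was 1.28-fold higher. The highest ratio of the stem and progenitor cell list was that of Prom1, 2.01-fold higher at signals of only 18.45 and 37.02. At the lowest of 11 alternatives Prom1 was 1.29-fold higher. The medians of the first 3 lists lay at percentile 100 of their random lists and those of the last 2 at percentile 0.00; by an enrichment score in place of the median the stem and progenitor cell list lay at percentile 9.08. Cholesterol synthesis genes lay higher as well, with a median of 0.16 over 34 genes, among them Mvd at 1.33-fold and Hmgcs1 at 1.24-fold. Taking all genes well above background on both arrays, 97.3% lay within 1.5-fold. At least 2-fold higher were 53 genes and at least 2-fold lower 30, but among genes with a mean signal above the median of 702.5 these were 3 (Elane, Chil3 and Cebpe) and 0. With normexp background correction, which adds an offset of 50 to every signal, the counts were 2 and 0. Of 537 Reactome pathways of 20 to 200 measured genes, 7 had a median within the highest 0.1% of their random lists and 21 one within the lowest 0.1%, where chance would give 0.537 each. The 7 included cholesterol biosynthesis, iron uptake and transport, interferon signaling with a median log2 ratio of 0.06 over 116 genes, and interferon gamma signaling with one of 0.07 over 79 genes, whereas the pathway of antiviral mechanisms by IFN-stimulated genes had a median of 0.02 over 27 genes at percentile 47.5. Of the 21, 18 hold at least 25% ribosomal protein genes and had medians from -0.03 to -0.01; the others were collagen biosynthesis and modifying enzymes (-0.20), collagen formation (-0.15) and netrin-1 signaling (-0.12). The paper proposes that CML EVs activated the type I IFN signaling pathway in HSPCs. It bases this on the gene sets that GSEA of these arrays returned and on qRT-PCR of other LKS+ cultures (Fig. 2d). Of the 5 genes of that figure, its text names Rsad2, Irf7 and Cxcl10 as enhanced. 

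**Figure D2:**
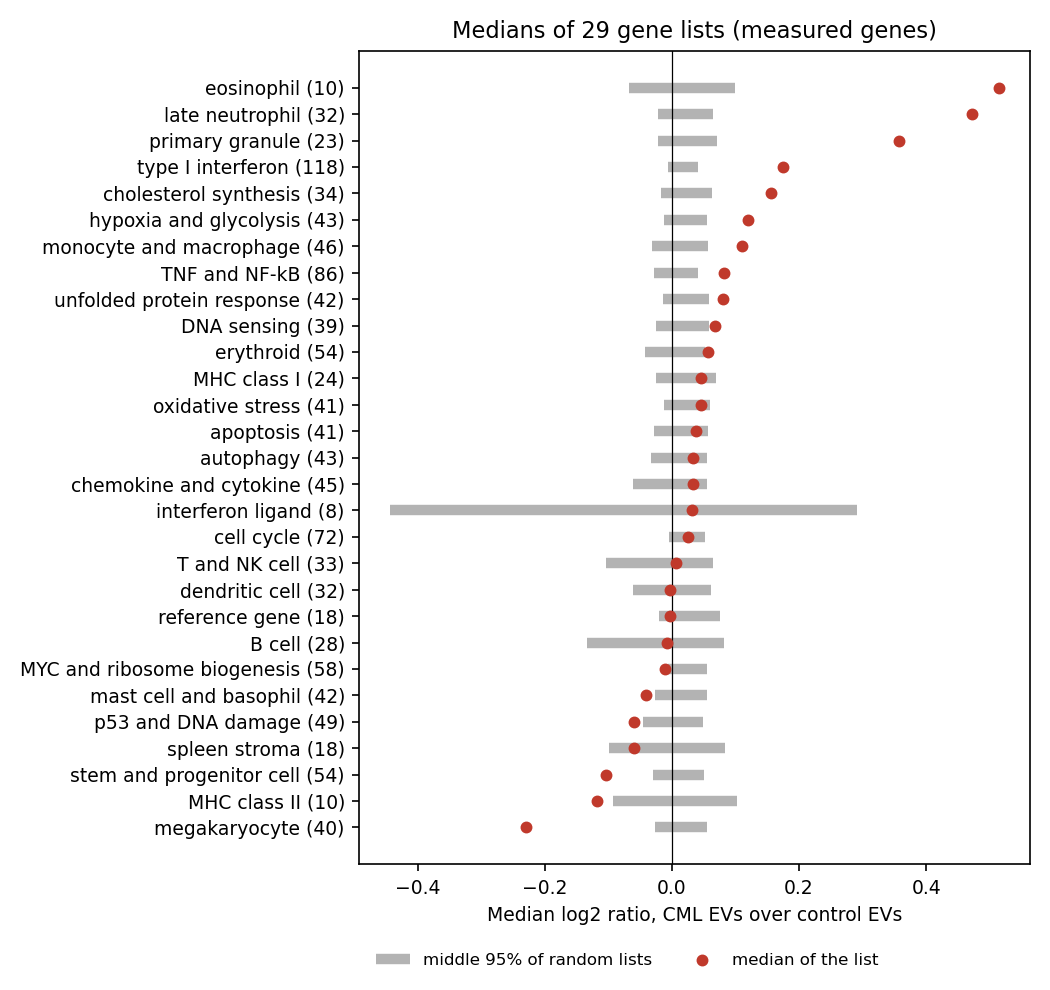
Median log2 ratio of CML EVs over control EVs for each of 29 gene lists (points; number of measured genes in parentheses), with the middle 95% of 10000 random lists of matched expression (grey bars). The eosinophil, late neutrophil and primary granule lists lie farthest to the right at 0.52, 0.47 and 0.36, and the megakaryocyte list farthest to the left at -0.23.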

### Horizontal transfer of leukemia cell-derived DNA via EVs disturbed normal hematopoiesis by activating cytosolic DNA-sensor signaling

As the cytoplasmic double-stranded (ds)DNA fragments can robustly activate type I IFN signaling by acting on several DNA sensors^13^, we determined dsDNA content in EVs. Indeed, irradiated and non-irradiated CML SP-derived EVs contained more dsDNA fragments than control SP-derived ones (Fig. 3a) in the presence of *BCR-ABL* gene (Supplementary Fig. 3). Moreover, BCR-ABL-transformed cell-derived EVs contained a larger amount of dsDNA fragments than GFP-transduced cell-derived EVs (Fig. 3b). Likewise, the EVs present in the SP or in the culture supernatants of MLL-AF9-transformed cells contained abundant dsDNAs (Fig. 3a, b). Moreover, dsDNA was detected in EVs derived from AML mouse serum, but not in those derived from control-treated mouse serum (Supplementary Fig. 4). As multiple DNA sensors can recognize cytoplasmic DNAs to converge on a single adaptor molecule, STING, thereby activating type I IFN signaling^13^, we next examined the roles of STING pathways in this process using STING^−/−^ cells. The treatment with CML EVs significantly enhanced IRF7 protein expression in WT HSPCs, but not in STING^−/−^ cells (Fig. 3c). Moreover, the suppressive effect of CML-derived EVs on colony formation of normal HSPCs was mostly abrogated by STING deficiency (Fig. 3d). Upon BMT of CML-bearing mice, WT but not STING^−/−^ donor cells displayed an enhanced expression of a marker for DNA damage, γH2A.X, in the HSPCs, after 2 weeks (Fig. 3e). Furthermore, fatal anemia development was significantly attenuated when STING^−/−^ cells were used as donor cells (Fig. 3f). Thus, dsDNA fragments contained in leukemia cell-derived EVs damaged normal HSPCs in a cytosolic DNA-sensor signaling pathway-dependent manner both in vivo and in vitro.

**Fig. 3:**
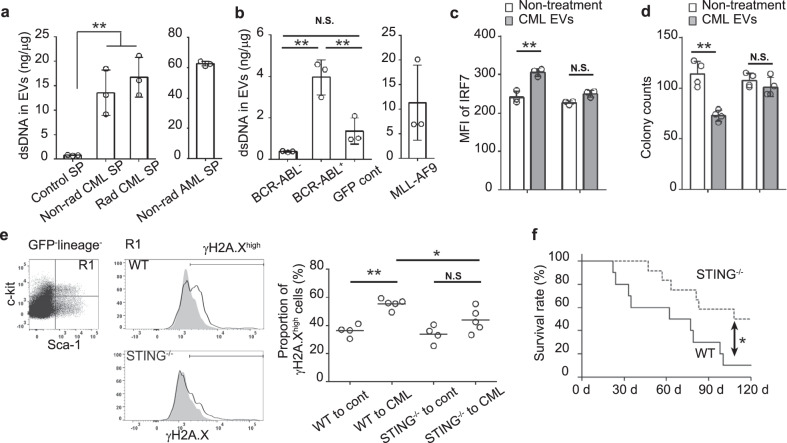
STING pathway sensing leukemia cell-derived dsDNA damages normal HSPCs. **a**, **b** dsDNA concentration in the SP-derived EVs (**a**) and in the 12-day-cultured cell-derived EVs (**b**). Data represent mean ± SD from three independent experiments. **c** Protein expression of IRF7 in LK^+^ cells when they were co-cultured with or without EVs. Mean fluorescence intensity (MFI) of cells stained with PE-conjugated anti-IRF7 mAb is shown. Data represent mean ± SD from three independent experiments. **d** Colony formation of LKS^+^ cells when they were co-cultured with or without EVs. Data represent mean ± SD from four independent experiments. **e** Expression of γH2A.X in GFP^−^LKS^+^ cells (R1 region in the right panel) 2 weeks after BMT in CML-bearing mice. As a control, normal mice were subjected to BMT. Representative results from 4 to 5 independent animals are shown in the middle panels. Gray-filled and open histograms in the left panels show control and CML-bearing mice, respectively. Each symbol represents an individual mouse (control, *n* = 4; CML, *n* = 5). **f** Survival rates within 120 days after BMT (WT, *n* = 10; STING^−/−^, *n* = 12). **P < 0.01; *P < 0.05; N.S., no significant difference using Tukey-Kramer test or log-rank test.

### Pharmaceutical inhibition of autophagosome formation induces an accumulation of cytoplasmic dsDNA and cytotoxicity in leukemia cells

We next examined the extranuclear DNA dynamics in leukemia cells. BCR-ABL^+^ cells secreted EVs containing dsDNA at 10 days but not at 7 days of culture, when cytoplasmic DNA speckle formation was discerned (Supplementary Fig. 5a, b). Additionally, dsDNA concentration in EVs was reduced by rapamycin, which can induce the digestion of the cytoplasmic DNA by autophagic induction^14^, while the intravesicular dsDNA contents were reciprocally increased by SBI-0206965, an autophagosome formation inhibitor (Supplementary Fig. 5c). These observations indicate that autophagy can regulate cytoplasmic dsDNA accumulation and the subsequent redistribution into EVs. It was previously reported that cytoplasmic DNA activates DNA-sensor signaling in autophagy-deficient cells^14^. As leukemia EV-derived cytoplasmic DNA damages normal HSPCs (Fig. 3), we assessed whether autophagy blockade can induce cytotoxicity in leukemia cells by increasing the levels of cytoplasmic DNA. Indeed, cytoplasmic dsDNA was significantly increased in HL-60 cells, which were defective in autophagy arising from the transfection with siRNA against *ATG5* gene, a gene essentially involved in autophagy (Fig. 4a, b), in line with the previous study^14^. Moreover, HL-60 cells exhibited cytoplasmic DNA accumulation when they were treated with SBI-0206965 and MRT-68921, autophagosome formation inhibitors, whereas an autolysosome formation inhibitor, hydroxychloroquine, did not induce cytoplasmic DNA accumulation, together with an increased autophagosome formation (Fig. 4c, d, and Supplementary Fig. 6). Furthermore, SBI-0206965 or MRT-68921 efficiently induced cell death in various types of human leukemia cell lines (Fig. 4e and Supplementary Fig. 7a) with sequential induction of cell cycle arrest (Fig. 4f) and apoptotic cell death (Fig. 4g), probably due to the cytotoxic activity of cytoplasmic dsDNA. On the contrary, cytotoxicity was not marked when leukemia cells were treated with hydroxychloroquine (Supplementary Fig. 7b).

**Fig. 4:**
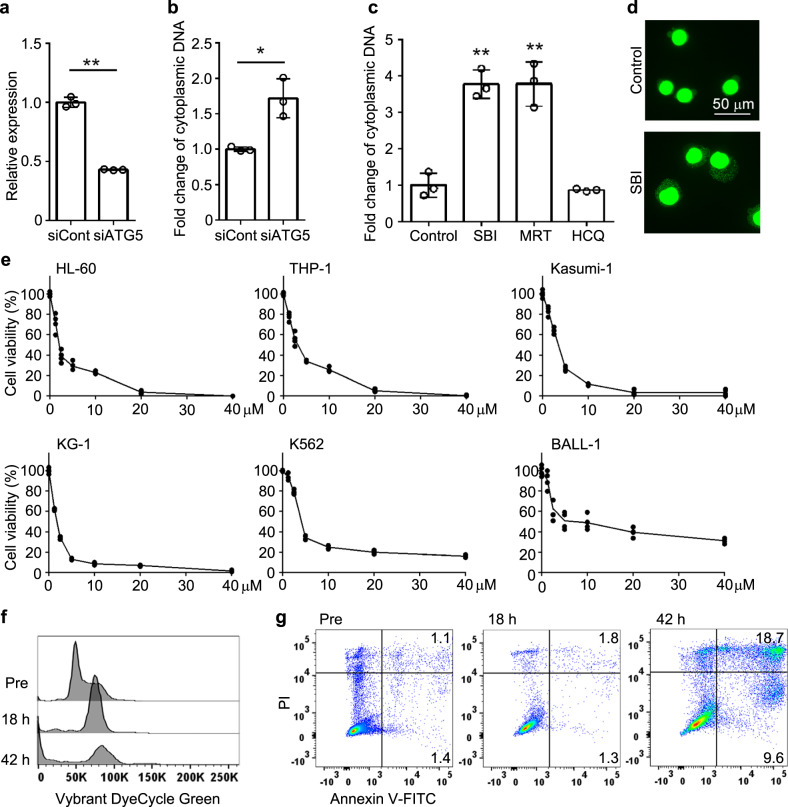
Inhibitors of autophagosome formation induce the accumulation of cytoplasmic dsDNA and cytotoxicity in leukemia cells. **a** Relative mRNA expression of *ATG5* in HL-60 cells 48 h after transfection of control or ATG5 siRNA. Data represent mean ± SD from three independent experiments. **b** Cytoplasmic dsDNA in HL-60 cells at 48 h after transfection of control or ATG5 siRNA. Fold change was calculated by dividing with the mean value of control. Data represent mean ± SD from three independent experiments. **P < 0.01; *P < 0.05 using two-sided Student’s *t*-test. **c** Cytoplasmic dsDNA in HL-60 cells 18 h after treatment with 20 μM SBI-0206965 (SBI), 2.5 μM MRT-68921 (MRT), and 20 μM hydroxychloroquine (HCQ, Sigma-Aldrich). Cells treated with DMSO were used as a control. Fold change was calculated by dividing with mean value of control. Data represent mean ± SD from three independent experiments. **P < 0.01 using Tukey-Kramer test. **d** Cytoplamic DNA was stained with Vybrant DyeCycle Green 18 h after treatment with SBI-0206965. **e** Cytotoxic assay of SBI-0206965 against leukemia cell lines (*n* = 4). **f**, **g** Cell cycle status (**f**) and apoptosis induction (**g**) was determined on HL-60 cells 18 and 42 h after treatment with SBI-0206965. Percentages of Annexin V^+^PI^−^ and Annexin V^+^PI^+^ cells in SP are shown here. Representative results from three independent experiments are shown here.

### Autophagosome formation inhibitor induces STING pathway-mediated cytotoxicity in leukemia cells

As STING pathway mainly contributed to cytoplasmic DNA-mediated damage of normal HSPCs, we examined its involvement in autophagy inhibitor-mediated cytotoxicity in leukemia cells, using STING KD HL-60 cell lines (Supplementary Fig. 8a). Both SBI-0206965 and MRT-68921 efficiently reduced cell viability in control shRNA transduced HL-60 cells, but the reduction was significantly reversed in STING KD cell lines (Fig. 5a and Supplementary Fig. 9a). STING shRNA treatment also reduced SBI-0206965-mediated cytotoxicity in another leukemia cell line, THP-1 (Supplementary Fig. 9b). Moreover, SBI-0206965-mediated cytotoxicity was significantly reduced by shRNA treatment against cyclic GMP-AMP synthase (cGAS), a major DNA sensor in STING pathway (Supplementary Fig. 10), but not against another cytosolic DNA sensor, AIM2 (Fig. 5b and Supplementary Fig. 8b). Furthermore, among the genes known to be expressed in the STING pathway, the expression of *TNF-α*, *IL-12*, and *MCP-1* genes was enhanced by SBI-0206965 in the control but not in the STING KD cells (Fig. 5c), further supporting the assumption that the STING pathway was activated by cytoplasmic dsDNA accumulation induced by autophagosome formation inhibition. Moreover, consistent with the previous report that STING pathway activation can induce ROS production, and eventually induce cellular senescence by activating the DNA damage response^15^, SBI-0206965 treatment increased intracellular ROS levels in the control but not in STING KD cells (Fig. 5d). Additionally, N-acetyl-L-cysteine, an ROS inhibitor, efficiently attenuated SBI-0206965-induced cytotoxicity in a dose-dependent manner (Fig. 5e), suggesting the involvement of STING pathway-induced ROS in autophagosome formation inhibitor-mediated cytotoxicity in leukemia cells. SBI-0206965 reduced the colony formation ability of WT mouse-derived AML cells to a larger extent than normal HSPCs (Fig. 5f and Supplementary Fig. 11), whereas the reduction was attenuated in STING^−/−^ mouse-derived AML cells (Fig. 5f, g, h).

**Fig. 5:**
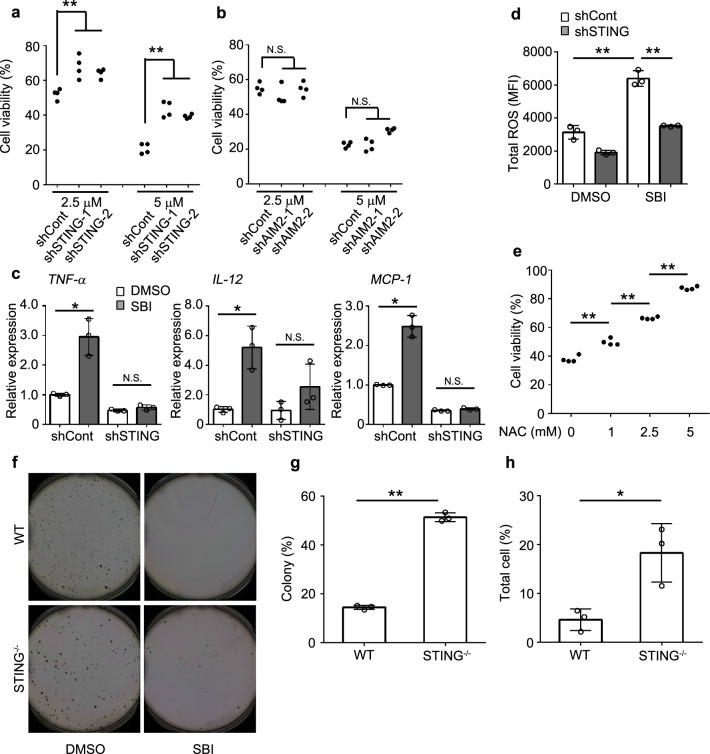
STING pathway contributes to the cytotoxicity arising from the inhibition of autophagosome formation. **a** Determination of cytotoxicity of SBI-0206965 against shRNA control or STING KD HL-60 cells (*n* = 4). **b** Determination of cytotoxicity of SBI-0206965 against shRNA control or AIM2 KD HL-60 cells (*n* = 4). **c** Relative mRNA expression of the indicated genes in control or STING shRNA-transfected HL-60 cells at 18 h after treatment with 5 μM SBI-0206965. As a control, cells were treated with DMSO. Data represent mean ± SD from three independent experiments. **d** Total ROS induction in control or STING shRNA-transfected HL-60 cells at 20 h after treatment with 5 μM SBI-0206965. Cells treated with DMSO were used as a control. MFI of cells stained using a total ROS/superoxide detection kit is shown. Data represent mean ± SD from three independent experiments. **e** Cytotoxic assay when HL-60 cells were co-cultured with 5 μM SBI-0206965 in the presence or absence of N-acetyl-L-cysteine (NAC, Sigma-Aldrich) (*n* = 4). **f** Colony formation of WT mice or STING^−/−^ mice AML cells when they were co-cultured with 5 μM SBI-0206965. Cells treated with DMSO were used as a control. **g**, **h** Suppression of colony formation of mouse AML cells by SBI-0206965 was calculated in terms of colony (**g**) and total cell number (**h**) by normalization with DMSO control for each. Data represent mean ± SD from three independent experiments. **P < 0.01; *P < 0.05; N.S., no significant difference using Tukey–Kramer test or two-sided Student’s *t*-test.

### Autophagosome formation inhibitors can suppress the progression of AML

Inspired by the observation that mouse normal HSPCs were more resistant than mouse AML cells to SBI-0206965, we examined its therapeutic effect. AML-bearing mice were administered the agent every other day starting from 14 days after AML cell transplantation (Fig. 6a) when leukemia cells could be apparently discerned in PB. SBI-0206965 was only partially effective to prevent the increases in total WBCs and leukemia cells in the PB (Fig. 6b, c), but significantly improved the survival rate (Fig. 6d). Moreover, when AML-bearing mice were treated with MRT-68921, with a lower IC50 against its molecular target, ULK-1, than SBI-0206965, both total WBCs and leukemia cells were efficiently reduced in the PB (Fig. 6e, f) with an improved survival rate (Fig. 6g). Thus, autophagosome inhibitors can be potent therapeutic agents against AML.

**Fig. 6:**
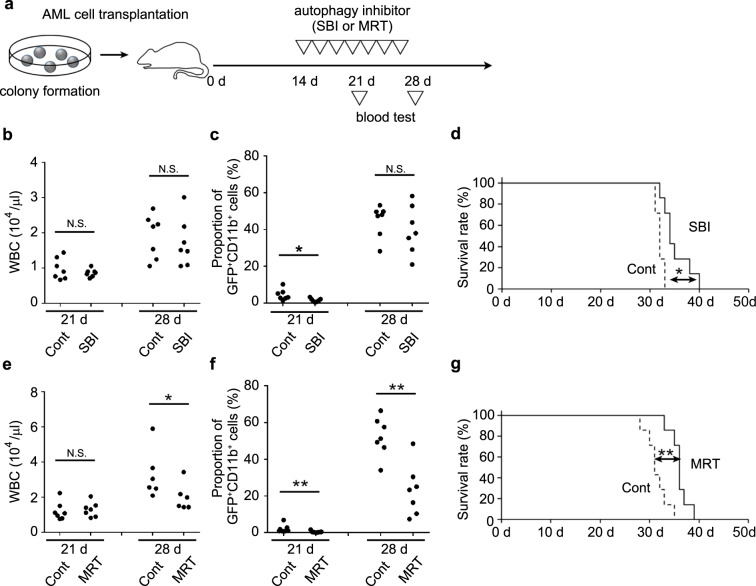
In vivo administration of autophagy inhibitors retarded the progression of AML. **a** Schematic representation of the experimental procedure of autophagy inhibitor treatment. As a control, mice were treated with each vehicle. **b**, **e** Total WBC count in mice treated with SBI-0206965 (**b**) or MRT-68921 (**e**) at the indicated time points. Each symbol represents an individual mouse (*n* = 6 or 7). **c**, **f** Percentages of GFP^+^CD11b^+^ AML cells in the PB of mice treated with SBI-0206965 **(c)** or MRT-68921 **(f)** at the indicated time points. Each symbol represents an individual mouse (*n* = 7). **d**, **g** Alteration of the survival rates of mice treated with SBI-0206965 (**d**) or MRT-68921 (**g**) (*n* = 7). **P < 0.01; *P < 0.05; N.S., no significant difference using Mann-Whitney u test or log-rank test.

## Discussion

We revealed that the DNA fragments contained in EVs are horizontally transferred to normal hematopoietic cells to reduce their hematopoietic capabilities through the activation of cytosolic DNA-sensor pathway after BMT therapy for CML. We assumed that irradiation at BMT could enhance DNA fragmentation and subsequent EV formation. In contrast with our hypothesis, non-irradiated CML SP contained EVs, which inhibited hematopoietic colony formation to a similar extent as irradiated ones did. Hence, CML cell-derived EVs may be able to promote CML development by counteracting normal hematopoiesis. These effects may be concealed by the rapid division of primary leukemia cells but may emerge when leukemia cell growth is severely suppressed by irradiation. We further uncovered that AML cells abundantly secreted EVs containing DNA fragments, with a capacity to inhibit normal hematopoiesis. Thus, it is likely that leukemia cell-derived extranuclear DNA contributes to the suppression of normal hematopoiesis. This assumption prompted us to investigate the effects of extranuclear DNA on leukemic hematopoiesis, which shares many features with normal ones, and we demonstrated that extranuclear DNA accumulated in the cytoplasm of leukemia cells and suppressed leukemic hematopoiesis.

STING was originally identified as a central adaptor protein to sense cytoplasmic DNA. Several lines of evidence indicate that STING activation in HSCs can depress their hematopoietic capacity^16,17^. Consistently, we observed that a single exposure of leukemia cell-derived EVs to normal HSPCs reduced their in vitro colony formation in a STING-dependent manner. Moreover, we revealed that BMT caused less DNA damage in donor cells when STING-deficient HSPCs were used as donor cells in CML-bearing mice, compared with the use of WT HSPCs. Consequently, fatal anemia development was significantly delayed. Thus, it is plausible that leukemia cell-derived DNAs, which were transferred to the cytoplasm of normal hematopoietic cells, can disturb normal hematopoiesis in a STING pathway-dependent manner.

The potential cytotoxicity of extranuclear DNA^18^ prompted Takahashi et al. to elucidate the dynamics of extranuclear DNA, which were released from the nuclei of senescent fibroblasts^19^. They demonstrated that DNA accumulated in the cytoplasm of senescent fibroblasts was discarded after being incorporated into exosomes to maintain cellular homeostasis. Moreover, the repression of cytoplasmic DNases accelerated the senescence status and nuclear DNA damage, eventually inducing the accumulation of cytoplasmic DNA, which activated cytosolic DNA-sensor pathways^15^. Another study demonstrated that the prevention of autophagy-mediated degradation of cytoplasmic DNA activated DNA-sensor signaling, eventually enhancing DNA damage^14^. These observations suggest that autophagy can reduce the cytoplasmic DNA levels in addition to cytoplasmic DNases. Consistent with these findings, we revealed that inhibition of autophagosome formation efficiently induced cytoplasmic DNA accumulation, and subsequently, STING pathway-mediated cytotoxicity in leukemia cells. Given the moderate effects of an autolysosome formation inhibitor on cytotoxicity, autophagosomes may be mainly utilized to sequester cytoplasmic DNA, thereby concealing them from DNA sensing machinery to prevent cytotoxicity in leukemia cells.

We observed that STING pathway activation in leukemia cells resulted in the generation of ROS, which could be a main executor of the cytotoxicity induced by autophagosome inhibitors. STING pathway activation can stimulate IκB kinase and TANK-binding kinase 1 to activate two distinct transcription factors, NF-κB and IRF3, respectively, and both these factors can induce the expression of several antimicrobial and inflammation-related molecules, including ROS^20–22^. We observed that an autophagosome inhibitor enhanced the gene expression of *TNF-α*, *IL-12*, and *MCP-1*, in a STING pathway-dependent manner. In contrast, the gene expression of *ISG54* and *ISG56*, was augmented by an autophagosome inhibitor, even in the absence of STING pathway activation. Several lines of evidence indicate that NF-κB activation can regulate the gene expression of *TNF-α*, *IL-12*, and *MCP-1*^23^ and that the gene expression of *ISG54* and *ISG56* can be regulated by IRF-3^24^. Thus, autophagosome inhibitor-mediated STING pathway activation might induce ROS production mainly through the NF-κB pathway. However, as the loss of STING did not completely abrogate autophagy inhibitor-mediated cytotoxicity in leukemia cells, the contribution of STING-independent activation of IRF3 cannot be excluded.

We demonstrated that autophagosome inhibitors improved the survival of AML-bearing mice, suggesting the potential of these agents for AML treatment. Moreover, their therapeutic effects can be ascribed to their capacity to reduce AML cell proliferation by the action of ROS, which were generated through cytoplasmic DNA-mediated STING pathway activation. Cytoplasmic DNA accumulation is observed in various types of cancer cells^25,26^, and can be ascribed mainly to nuclear DNA release into the cytoplasm upon replication stress or DNA damage^27,28^. Thus, autophagosome formation inhibitor may be a potent therapeutic drug against various types of leukemias and other malignancies, which grow rapidly and are under replication stress. Moreover, as anti-cancer drugs and irradiation can cause DNA damage in cancer cells, these inhibitors may be able to supplement these therapies.

SBI-0206965 and MRT-68921 are inhibitors of a serine/threonine kinase, ULK-1, which can prevent autophagosome formation, and can inhibit several additional kinases^29^. Chen et al. reported that in addition to ULK1, MRT-68921 can inhibit NUAK family SNF1-like kinase 1 (NUAK1), an anti-oxidant molecule, and eventually can exert effective cytotoxicity in various solid cancer cell lines^30^. Moreover, Hwang et al. recently reported that both SBI-0206965 and MRT-68921 could induce degradation of internal tandem duplication mutations in the FLT3 tyrosine kinase receptor (FLT3-ITD) protein, thereby exerting cytotoxicity in FLT-ITD AML cells^31^. Thus, SBI-0206965- or MRT-68921-mediated inhibition of other kinases may also contribute to their cytotoxicity in leukemia cells. Nevertheless, a more precise study on the pharmacology of these agents is warranted to develop a novel strategy to treat leukemia.

## Supplementary information

Supplemental Material

## Data Availability

Raw and processed microarray data have been deposited in the GEO repository. The accession number is G1 (GEO reviewer link).

# Supplementary material for: Cytoplasmic DNA accumulation preferentially triggers cell death of myeloid leukemia cells by interacting with intracellular DNA sensing pathway
**Source:** Cell Death Dis. 2021 Mar 26;12(4):322. doi: 10.1038/s41419-021-03587-x
**Supplement:** Supplementary file 1 — Supplemental Material

## Supplemental Figure Legends

**Supplementary Figure 1. CML-bearing mice succumb to severe anemia after BMT therapy with a long latency.** (a) Schema of BMT therapy for CML-bearing mice. (b) Chimerisms of GFP (BCR-ABL)-expressing residual leukemia cells and donor-derived cells in the biopsied LK<sup>+</sup> population after BMT therapy are shown. Data represent mean + SD from five (2w, 4w, 6w, and 8w after BMT therapy) or four (NT) independent experiments. NT shows the proportion of GFP<sup>+</sup> cells in untreated CML mice at 15 days after LIC transplantation. (c) Survival rates within 160 days after BMT therapy in CML mice. As a control, mice transplanted with normal BM cells instead of LICs were subjected to the BM transplantation. (control,  $n = 3$ ; CML,  $n = 10$ ) (d) Moribund mice were sacrificed and subjected to the detection of the residual leukemia cells. Expression of GFP and CD45.1 in the LK<sup>+</sup> cells harvested from BM and SP or that in the PB CD11b<sup>+</sup> myeloid cells are shown. Representative results from four independent experiments are shown here. (e) Hematological parameters (WBCs, RBCs, HGB, PLTs, and HCT) in PB within 8 weeks after BMT therapy and in the moribund mice (Mori). As a control, normal mice were subjected to the BM transplantation. Each symbol represents an individual mouse ( $n = 4$ ).

**Supplementary Figure 2. AML mouse-derived EVs inhibit colony formation of normal HSPCs.** Colony formation of LKS<sup>+</sup> cells when they were co-cultured with or without EVs. The colony numbers are shown. Data represent mean  $\pm$  SD from four independent experiments. \* $P < 0.01$  by two-sided Student's  $t$ -test.

**Supplementary Figure 3. CML SP-derived EVs contain *BCR-ABL* gene.** *BCR-ABL* gene in the SP-derived EVs was detected using genomic PCR method. Normal SP-derived EVs were used as a negative control. Each lane represents an individual mouse-derived EVs.

**Supplementary Figure 4. Intravesicular dsDNAs are detected in AML serum.** Serum was harvested from mice 4 weeks after transplantation of AML cells along with normal BM cells. As a control, serum was harvested from mice transplanted with normal BM cells. EVs were purified using exoEasy Maxi Kit (QIAGEN). Protein concentration of EVs and intravesicular dsDNA concentration in AML serum were shown in **a** and **b**, respectively. Data represent mean  $\pm$  SD from three independent experiments.

**Supplementary Figure 5. Autophagy regulates the loading of dsDNAs into EVs. (a)** dsDNA concentrations in the 7-day- or 10-day-cultured CML cell-derived EVs. Data represent mean  $\pm$  SD from three independent experiments.  $*P < 0.05$  by two-sided Student's *t*-test. **(b)** BCR-ABL<sup>+</sup> colony-forming cells were harvested at day 7 and 10. Nuclear and extranuclear dsDNAs were stained with Vybrant DyeCycle Green. Representative results from six independent experiments are shown. **(c)** BCR-ABL<sup>+</sup> colony-forming cells were harvested at day 7 of colony formation assay and were subsequently co-cultured with 1 or 5  $\mu$ M rapamycin (LC Laboratories) or 5 or 10  $\mu$ M SBI-0206965 (ULK1 inhibitor), in S-Clone medium supplemented with 1 % BSA, 100 ng/ml stem cell factor, 100 ng/ml thrombopoietin, 25 ng/ml *fms*-like tyrosine kinase-3 ligand, 10 ng/ml IL-6, and 10 ng/ml IL-3 for 2 days. Intravesicular dsDNA concentration in the culture supernatant was determined. DMSO was added in the culture medium as a vehicle control. Fold change between treatment and control is shown. Data represent mean  $\pm$  SD from three or six independent experiments.  $**P < 0.01$ ;  $*P < 0.05$  by Tukey-Kramer test.

**Supplementary Figure 6. Validation of autophagy inhibitors.** Autophagosome was stained with DAPRed (DOJINDO) 16 h after treatment with 20  $\mu$ M SBI-0206965 (SBI) or 20  $\mu$ M hydroxychloroquine (HCQ). Representative results from eight photos are shown in the upper panels. Number of DAPRed<sup>+</sup> foci per each cell was analyzed with

Hybrid Cell Count software (Keyence). Data represent mean  $\pm$  SD from eight photos.

\* $P < 0.05$  by Tukey-Kramer test.

**Supplementary Figure 7. Cytotoxic assay of autophagy inhibitors.** (a) Determination of cytotoxicity of MRT-68921 against HL-60 cells ( $n = 4$ ). (b) Determination of cytotoxicity of hydroxychloroquine against leukemia cell lines ( $n = 4$ ).

**Supplementary Figure 8. shRNA KD efficiency.** mRNA and protein expression of STING (a) and AIM2 (b) in each gene KD HL-60 cells.

**Supplementary Figure 9. Attenuation of cytotoxicity in STING KD leukemia cells.** (a) Determination of cytotoxicity of MRT-68921 against shRNA control or STING KD HL-60 cells ( $n = 4$ ). (b) Determination of cytotoxicity of SBI-0206965 against shRNA control or STING KD THP-1 cells ( $n = 4$ ). \*\* $P < 0.01$  by two-sided Student's  $t$ -test.

**Supplementary Figure 10. Attenuation of cytotoxicity of SBI-0206965 in cGAS KD AML cells.** (a) mRNA and protein expression of cGAS in shRNA control or cGAS KD HL-60 cells. (b) Cytotoxic assay of SBI-0206965 against shRNA control or cGAS KD HL-60 cells ( $n = 4$ ). \* $P < 0.05$  by two-sided Student's  $t$ -test.

**Supplementary Figure 11. Moderate effect of SBI-0206965 on the colony formation of normal mouse HSPCs.** Colony formation of mouse LKS<sup>+</sup> cells when they were co-cultured with 5  $\mu$ M SBI-0206965. As a control, cells were treated with DMSO. The colony numbers are shown. Data represent mean  $\pm$  SD from three independent experiments. \*\* $P < 0.01$  by two-sided Student's  $t$ -test.

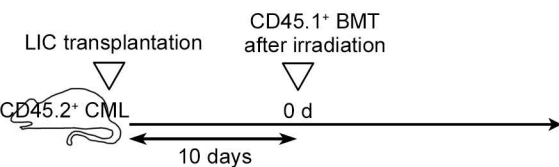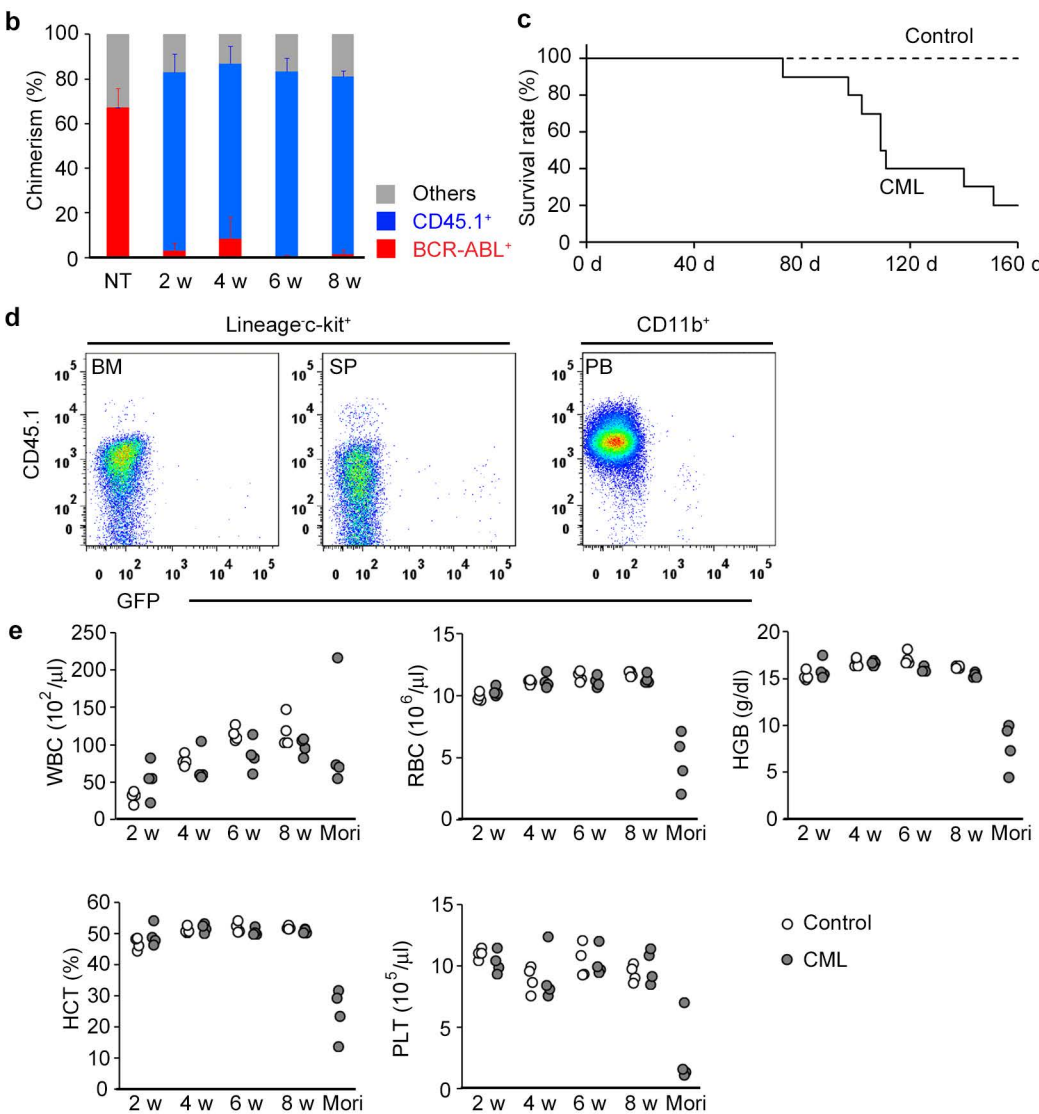

Supplementary Figure 1

Non-treatment

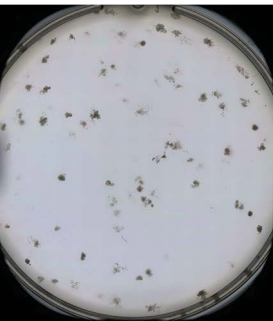

Non-rad AML EVs

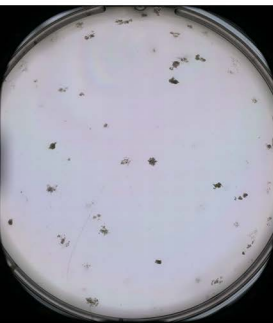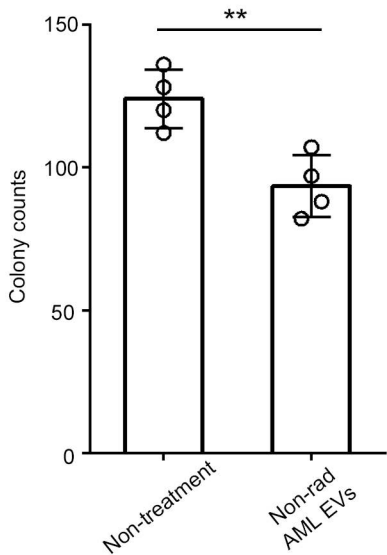

**Supplementary Figure 2**

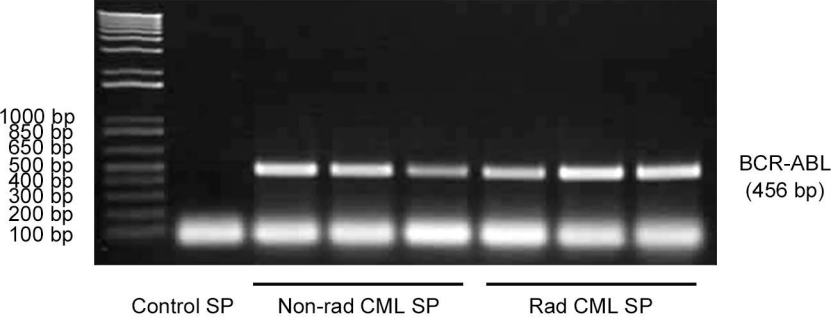

**Supplementary Figure 3**

**a**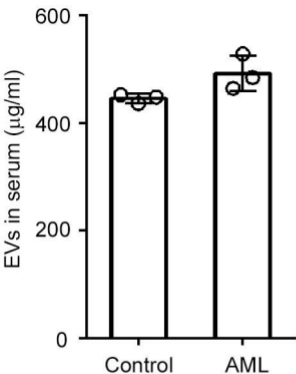**b**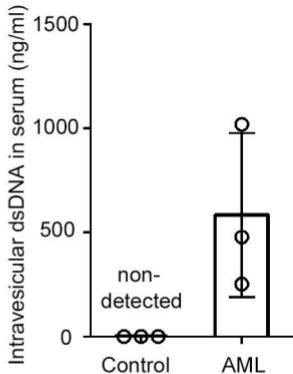

**Supplementary Figure 4**

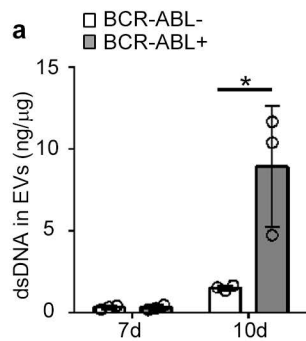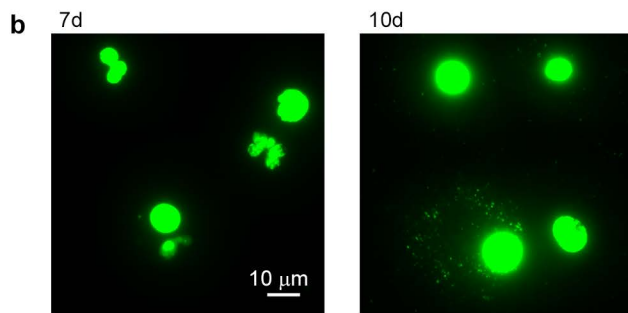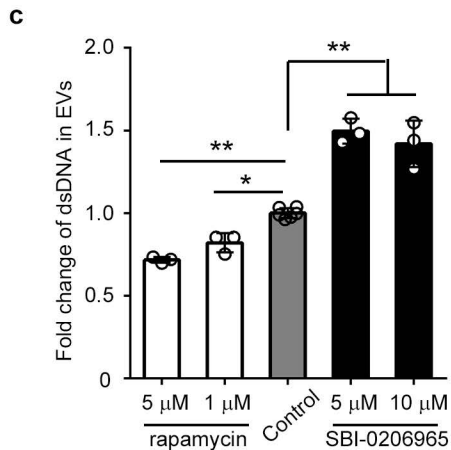

**Supplementary Figure 5**

Control

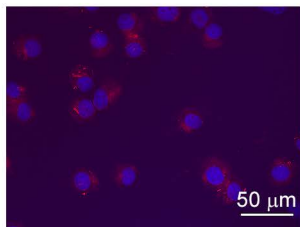

SBI

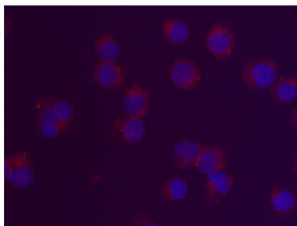

HCQ

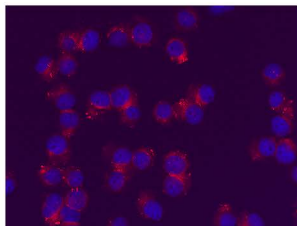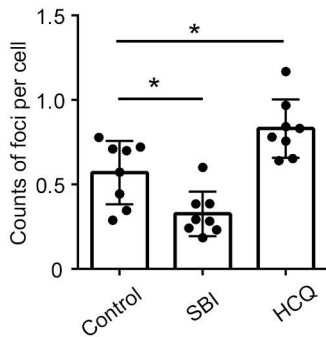

**Supplementary Figure 6**

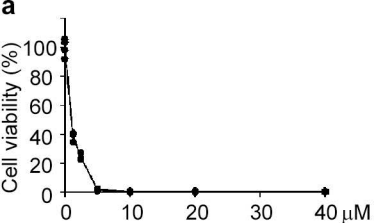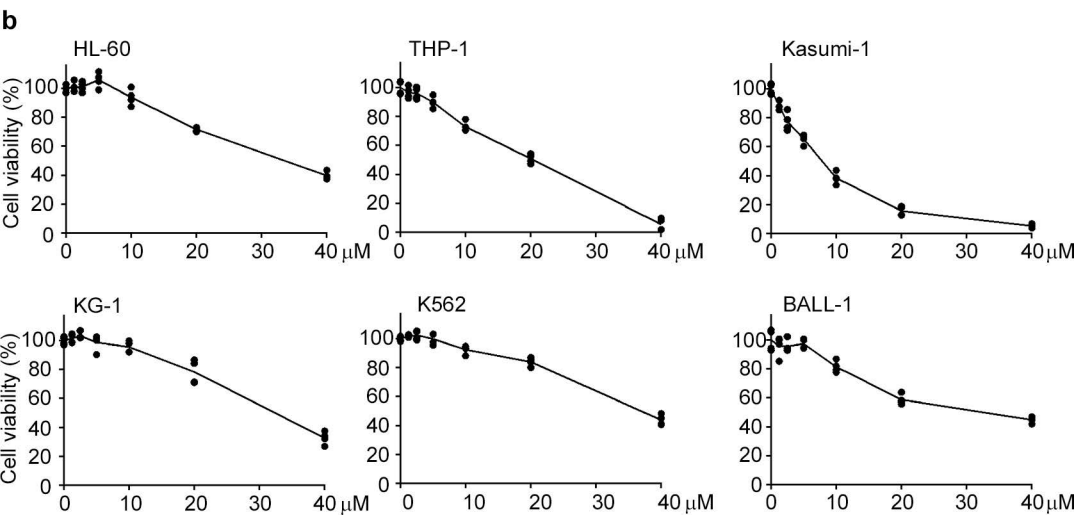

Supplementary Figure 7

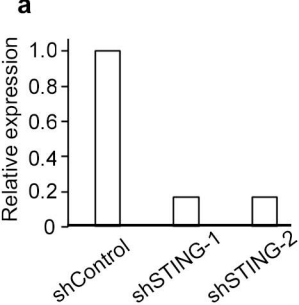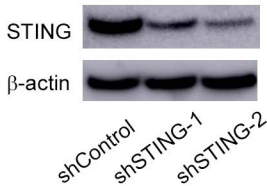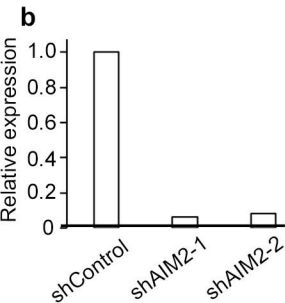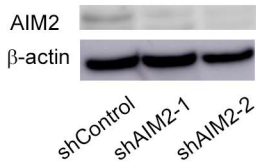

**Supplementary Figure 8**

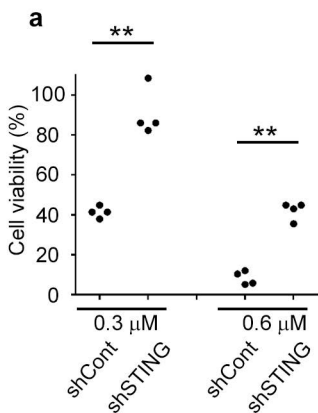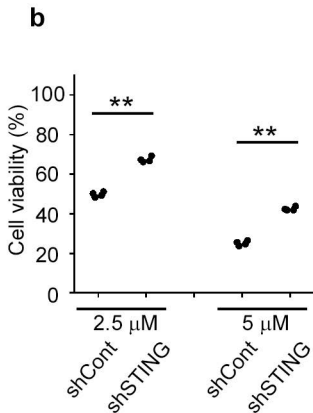

**Supplementary Figure 9**

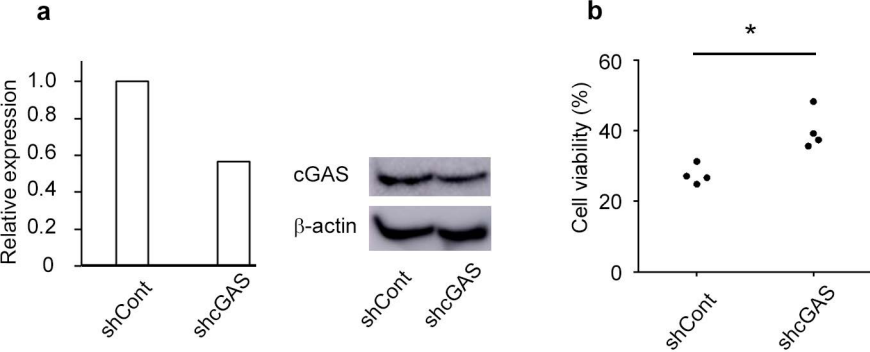

**Supplementary Figure 10**

DMSO

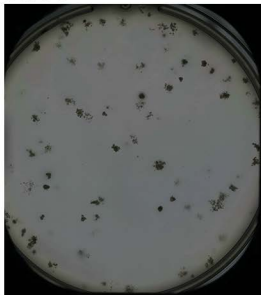

SBI-0206965

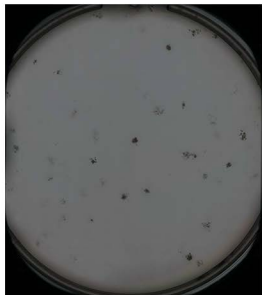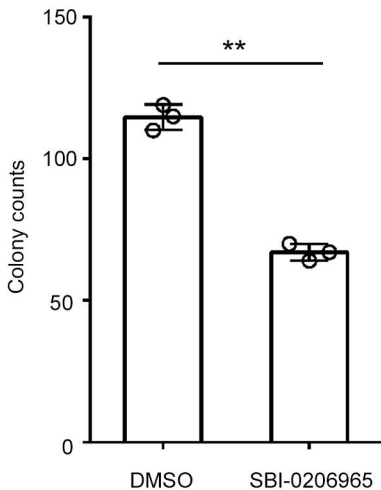

**Supplementary Figure 11**

How the deposited data were processed for this re-analysis (not part of the article)

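Expression was measured on 2 one-colour Agilent mouse arrays, 1 of LKS+ cells co-cultured for 24 h with 150 μg/ml SP-derived EVs of control mice and 1 of cells co-cultured with EVs of CML mice. The authors' scanner files hold the processed intensity of each spot, background-subtracted by Agilent Feature Extraction 12.0.3.1 as the submitters' processing notes name it, and flags for spots that are well above background, outliers or saturated. The authors' deposited value table holds the same intensity times 1 factor per array, with no log taken; the largest relative deviation from that product was 5.0e-10 over 59305 values per sample.

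From the scanner intensity, control spots and spots marked as outliers (95 with control EVs and 88 with CML EVs) were left out, each array was scaled to a mean of 2500 over its spots without the upper and lower 2%, and log2 values of the spots of a probe were averaged. Probes were named through their RefSeq accession without its version, with the RefSeq gene table of the mouse assembly GRCm38.p6, which gave a symbol for 32994 probes and none for 23610; the latter entered no count or list. The array files refer to another assembly, so no coordinates are given. Of 22911 genes, 7899 had more than 1 probe, and the probe with the highest CML EV value was used, with the lowest and highest ratio among a gene's probes above background kept beside it. A gene counted as 2-fold higher or lower if its probe was well above background on both arrays. Another 798 genes were well above background on 1 array and were given a bound only: the brighter signal against the higher of the dim probe's own signal and the lowest signal well above background on the dim array, which was 12.9 with control EVs and 13.6 with CML EVs.

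Gene lists were written from general knowledge before the data were examined, since the gene sets of the study's GSEA were not used here. There were 29: type I interferon, TNF and NF-kB, interferon ligand, DNA sensing, MHC class I and class II, cell cycle, p53 and DNA damage, oxidative stress, autophagy, apoptosis, MYC and ribosome biogenesis, cholesterol synthesis, unfolded protein response, hypoxia and glycolysis, chemokine and cytokine, reference genes, and markers of stem and progenitor cells, primary granules, late neutrophils, monocytes and macrophages, mast cells and basophils, eosinophils, erythroid cells, megakaryocytes, B cells, T and NK cells, dendritic cells and spleen stroma. For each list the median log2 ratio over members well above background on at least 1 array was set against 10000 random lists with as many genes from each of 20 bins of mean log2 signal. Reactome pathways came from the fgsea package (1.28.0), matched through Entrez gene numbers. The list step was tested on simulated ratios over 14209 genes, with 200 lists of 40 random genes. With no shift 6.5% fell outside the middle 95% of their random lists, and with a log2 shift of 0.2 100.0% fell above it. Random genes need not vary together as related genes may, so that this rate does not carry over to the 29 lists. Of these, 11 lay above the 97.5 percentile and 6 below the 2.5 percentile, where chance would give 1.45 beyond either.

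Named genes followed a rule set before the data were examined: the 5 genes of Fig. 2d and other genes the paper names; of each list the 4 measured members with the largest absolute log2 ratio, and 10 of the type I interferon list; the 12 highest and 12 lowest genes with a mean signal above the median, leaving out names that are only identifiers; and the 5 largest bounds in each direction. The genes abundant in mature neutrophils and the further globin genes were named after seeing the data. Members of a list at least 25% higher were counted first and those at least 1.5-fold higher later, both after seeing the data. Alternatives covered the scaling (75th percentile, mean of all spots, median, quantile), normexp background correction with limma 3.58.1 (on the median spot signal, since the files give no mean signal), the deposited values, the choice of probe, the filter on dim probes, outlier flags, the fold threshold, the random lists, the summary of a list and its members. Leaving out saturated spots was not possible as an alternative because there were none. A loess fit of the ratio on the signal (statsmodels 0.14.6, span 0.3) and lists without members shared with cell type lists were added after seeing the data. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and R 4.3.3. With 1 array per condition, the number of arrays limits the precision, and no test across samples was made.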

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

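The removal of a trend with signal was added after seeing the data, and the tests on mature neutrophil genes, on reference genes and between the 2 cultures were chosen after the result was seen. The lists below lie beyond nearly all of their random lists.

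The primary granule, late neutrophil and eosinophil lists had median log2 ratios of 0.36, 0.47 and 0.52. With a trend of the ratio with signal removed, the lowest of these medians was 0.36, which argues against such a trend as the whole cause. RNA of spleen neutrophils carried by the EVs stays open: 5 measured genes abundant in mature neutrophils had a median of 0.22, below the upper quartile of 0.73 of the primary granule list, but all 5 stand on the late neutrophil list themselves, so that this median does not decide; Cxcr2 (-0.09) and Il1b (-0.30) among them were lower, and S100a8 and S100a9 were already bright with control EVs at signals of 56320 and 134970. RNA of immature leukemic cells in the EVs was not tested. The shift may also be a difference between 2 single cultures that has nothing to do with the EVs: the median of 0.47 of the late neutrophil list stands against no second culture, so that this and an effect of the EVs on maturation cannot be told apart.

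The megakaryocyte and the stem and progenitor cell lists had median log2 ratios of -0.23 and -0.10. With the trend with signal removed, the higher of the 2 medians was -0.097, which argues against such a trend as the whole cause; by an enrichment score, however, the stem and progenitor cell list lay at percentile 9.08. Dilution of the cells' RNA by RNA from the EVs stays open: the lower quartile of the reference gene list was -0.037, but reference transcripts could come with the EVs too and both arrays were scaled to the same mean, so that this value decides nothing. The difference between 2 single cultures stays open as well, and an effect of the EVs on the cells was not tested.

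The monocyte and macrophage list had a median log2 ratio of 0.11, and by the mean in place of the median it lay at percentile 95.9. The cholesterol synthesis list had a median of 0.16, and the hypoxia and glycolysis list one of 0.12. The unfolded protein response list had a median of 0.081 at percentile 99.93, and by the mean it lay at percentile 93.5.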

How the results depend on the processing

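No paired analysis was possible because each condition has 1 array. The percentiles of the type I interferon and the TNF and NF-kB lists stayed above the middle 95% of random lists under each alternative run; the lowest was 98.3, for the TNF and NF-kB list by an enrichment score. The median log2 ratio of the type I interferon list (0.18) was 0.25 with median scaling, 0.15 with quantile normalization, 0.15 with normexp, 0.16 with the loess fit added after seeing the data and 0.16 without the genes of Fig. 2d; that of the TNF and NF-kB list (0.08) was 0.15 with median scaling, 0.10 with normexp and 0.11 as a mean. The counts of genes at least 2-fold higher and lower, 53 and 30, were 2 and 0 with normexp, 266 and 263 with genes above background on at least 1 array, 746 and 729 with no filter on dim probes, 204 and 158 at 1.5-fold, 18 and 3 at 3-fold, and 3 and 0 among genes with a signal above the median; with the mean of all probes of a gene 62 were higher and 58 lower. Of the genes past 2-fold, 63.9% were higher, against 75.6% with median scaling and 51.7% with the mean of all probes. Median scaling raises every gene alike and leaves the percentiles as they were. With it the p53 and DNA damage list had a median of 0.010, the mast cell and basophil list 0.029, the MYC and ribosome biogenesis list 0.059 and Ulk1 a log2 ratio of 0.0066, all of the opposite sign; Cgas (0.021), Sting1 (0.027) and Tbk1 (0.022), whose log2 ratios lay within the spread of 0.05 between spots, were above 0 as well, Cgas also with normexp (0.019) and with the mean of all probes (0.021), and the stem and progenitor cell list had a median of -0.033. The sign also turned with normexp for Epha2 (0.014) and for Tnk1 (0.016), of which another probe was then the brightest with CML EVs, and with the mean of all probes for Ulk1 (0.0088), Cdc25b (0.043), Nbr1 (-0.13) and Tbp (-0.015). Filters on dim probes do not alter the ratio of a named gene, and there were no saturated spots to leave out. Apart from the effect that filters and fold thresholds have by construction, the cause was not tested. Of 386 percentiles of lists, 357 stayed inside or outside the middle 95% of random lists as before, 24 came back into it and 5 moved out of it; these leave out the settings that multiply every gene of an array alike (75th percentile, mean of all spots, median, deposited values), which cannot alter the order of the genes. Signal over background limits the dim genes: 50 of the 53 higher and all 30 lower genes had a signal at or below the median.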

Other observations

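Besides members of the primary granule, late neutrophil and eosinophil lists, the 12 highest ratios among brighter genes included Pram1 at 1.98-fold and Hsd11b1, a steroid enzyme gene, at 1.87-fold. Lrg1 was among them at 1.85-fold and Cited4 at 1.84-fold. Whether these genes also belong to granulocyte maturation was not tested. The 12 lowest included Ermn at 1.99-fold lower, Gab3 at 1.88-fold, Dcc at 1.81-fold and Gcm1 at 1.66-fold. Also among them were Lzts3 at 1.63-fold lower, Rhox8 at 1.55-fold and the serotonin transporter gene Slc6a4 at 1.42-fold. Another probe of Gcm1 gave a log2 ratio of -0.04. Of the probes of Dcc only this one was well above background, with a log2 ratio of -0.18 for the mean of its probes. Ermn, Gab3, Lzts3, Rhox8 and Slc6a4 have 1 probe each, so that no other probe could be set beside it. Globin genes went both ways: Hbb-bt was 1.62-fold and Hbb-b2 1.61-fold lower, and in log2 ratios of the erythroid list Hbb-b1 had -0.20, Hbb-bh1 0.24, Hba-a1 0.23 and Hba-a2 0.19. The erythroid list as a whole had a median log2 ratio of 0.06 at percentile 98.6, and by the mean in place of the median it lay at percentile 75.1. The iron exporter gene Slc40a1 was 1.61-fold higher and the metallothionein genes Mt2 and Mt1 were 1.42-fold and 1.38-fold higher. The oxidative stress list had a median of 0.05 at percentile 89.1, and by an enrichment score it lay at percentile 99.96.

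The 10 measured genes of MHC class II had a median log2 ratio of -0.12 at percentile 0.61, with Cd74 at 1.16-fold and H2-DMa at 1.14-fold lower. This list lay at percentile 43.6 by the mean, 48.4 by an enrichment score and 4.53 with no filter on dim probes. The Reactome pathway of MHC class II antigen presentation was not low, with a median of 0.02 over 76 genes at percentile 70.4. MHC class I genes had a median of 0.05 at percentile 85.2. The p53 and DNA damage list had a median of -0.06 at percentile 0.46, the mast cell and basophil list -0.04 at percentile 0.38 and the MYC and ribosome biogenesis list -0.01 at percentile 0.97, all 3 above 0 with median scaling, which raises every gene alike. These percentiles did not hold throughout: the p53 and DNA damage list lay at 2.90 with normexp, 15.1 by the mean and 23.9 by an enrichment score, the mast cell and basophil list at 4.15 with the loess fit, 4.62 against random lists that were not matched, 9.09 by the mean and 14.2 by an enrichment score, and the MYC and ribosome biogenesis list at 4.02 with quantile normalization and 23.0 against random lists that were not matched. Zmat3 was 1.37-fold and Myc 1.19-fold lower, and Pmaip1 was 1.33-fold higher. Other lists lay among their random lists: cell cycle (0.025), autophagy (0.034), apoptosis (0.039), chemokine and cytokine (0.034), T and NK cell (0.0061), dendritic cell (-0.0024), B cell (-0.0078), spleen stroma (-0.060) and reference genes (-0.0025), where Gapdh had a log2 ratio of -0.0016.

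Genes well above background on 1 array have a bound that rests on 1 spot per array. Among these, Pabpc6 was at least 10.9-fold, Catsperb at least 9.75-fold and Cdh24 at least 9.62-fold higher with CML EVs, and Spata31d1d was at least 16.8-fold, Vwa7 at least 9.44-fold and Tnk1 at least 8.35-fold lower. Pabpc6, Cdh24 and Tnk1 have other probes, none of them well above background on either array. These bounds hold only for the background subtraction of the scanner software: with normexp the log2 ratios were 1.57 for Pabpc6, 1.75 for Catsperb, 1.36 for Cdh24, -2.01 for Spata31d1d, -1.58 for Vwa7 and 0.016 for Tnk1, and with the probe of the highest control value Cdh24 had 0.034. Bounds of at least 2-fold were reached by 112 genes in the higher and 101 in the lower direction.

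For the higher position of the type I interferon list, 3 technical explanations were tested, 2 of them, the trend with signal and the shared members, with alternatives added after seeing the data. Under the 3 other rules for the choice of a probe the lowest median was 0.17, and with the trend with signal removed it was 0.16, each at percentile 100, which argues against both as the whole cause. Only 2 members stand on a cell type list, and without them the median was 0.18; this leaves open that maturing cells express other genes of the list more. A response to the EVs may underlie the shift, as the paper proposes, but it stays untested here beside a difference between 2 single cultures. Even with such a response, leukemia and irradiation of the EV donors cannot be separated on these arrays. In other cultures the paper reports higher IRF7 protein with CML EVs in WT but not in STING-deficient cells.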
